# YAP1/TAZ drives ependymoma-like tumour formation in mice

**DOI:** 10.1038/s41467-020-16167-y

**Published:** 2020-05-13

**Authors:** Noreen Eder, Federico Roncaroli, Marie-Charlotte Dolmart, Stuart Horswell, Felipe Andreiuolo, Helen R. Flynn, Andre T. Lopes, Suzanne Claxton, John-Paul Kilday, Lucy Collinson, Jun-Hao Mao, Torsten Pietsch, Barry Thompson, Ambrosius P. Snijders, Sila K. Ultanir

**Keywords:** Cancer models, CNS cancer, Tumour-suppressor proteins, Phosphorylation, Cell proliferation

## Abstract

YAP1 gene fusions have been observed in a subset of paediatric ependymomas. Here we show that, ectopic expression of active nuclear YAP1 (nlsYAP5SA) in ventricular zone neural progenitor cells using conditionally-induced NEX/NeuroD6-Cre is sufficient to drive brain tumour formation in mice. Neuronal differentiation is inhibited in the hippocampus. Deletion of YAP1’s negative regulators LATS1 and LATS2 kinases in NEX-Cre lineage in double conditional knockout mice also generates similar tumours, which are rescued by deletion of YAP1 and its paralog TAZ. YAP1/TAZ-induced mouse tumours display molecular and ultrastructural characteristics of human ependymoma. RNA sequencing and quantitative proteomics of mouse tumours demonstrate similarities to YAP1-fusion induced supratentorial ependymoma. Finally, we find that transcriptional cofactor HOPX is upregulated in mouse models and in human YAP1-fusion induced ependymoma, supporting their similarity. Our results show that uncontrolled YAP1/TAZ activity in neuronal precursor cells leads to ependymoma-like tumours in mice.

## Abstract (web summary)

YAP1 gene fusions are found in subgroups of paediatric ependymomas. Here the authors show that YAP1 activation in NeuroD6 positive neuronal precursor cells can induce ependymoma-like tumours in mice.

## Introduction

Yes-associated protein 1 (YAP1) is a transcriptional regulator with oncogenic activity that is involved in cellular proliferation, maintenance of stem cell properties and tumorigenesis^1^. YAP1 activity is the output of the conserved hippo signalling pathway, which is implicated in cancer^2–4^. This canonical kinase signalling system/pathway transmits mechanical stimuli from the cell surface to regulate cell proliferation, survival and tissue size in multiple organs across species^1,5–8^. The core kinase cascade consists of the Hippo kinase in *Drosophila* and its homologue Mammalian Sterile 20-like 1 (MST1) and MST2 in mammals, together with hippo’s downstream effector Warts in *Drosophila*, which is homologous to the Large tumour suppressor homologue 1 (LATS1) and LATS2 kinases in mammals^9^. MST1/2 phosphorylates and activate LATS1/2, which in turn phosphorylates to inhibit YAP1 or its close homologue TAZ/WWTR1. YAP1 phosphorylation promotes its degradation via 14-3-3 binding and cytoplasmic sequestering, preventing its translocation to the nucleus^10^. YAP1 activates TEAD1-4-dependent gene expression, which is required for its effects on cellular proliferation^11–14^. The role of hippo signalling in mammalian tumorigenesis has been demonstrated in vivo, for example, by conditional deletion of MST1/2 or LATS1/2 in liver, which deregulates progenitor cell proliferation and leads to tumorigenesis in mice^15–17^. Moreover, activated YAP1 expression has been shown to drive embryonal rhabdomyosarcoma formation^18^, whereas its expression in several cancer types makes YAP1 a considered target for novel treatments^19^. However, its role in brain tumours, such as ependymoma, is not fully described.

Ependymoma is the third most common paediatric brain tumour. It accounts for 5–10% of all primary tumours of the central nervous system (CNS) in children and adolescents^20–23^. Ependymomas have recently been classified into nine molecular subgroups based on genetic and epigenetic profiles, age of onset and location (supratentorial, posterior fossa and spinal)^24,25^. Surgery followed by radiotherapy are the main treatment modalities for most patients^24,26–28^. Recurrence rates are however high and up to 40% of ependymomas are incurable^24,27^. Approximately 70% of supratentorial ependymomas are characterised by a fusion between C11ORF95 and RELA^29,30^, whereas ~4–10% carry the fusions of YAP1 with other genes encoding transcription factors: YAP1-MAMLD1, or YAP1-FAM118B^29,31,32^. The group of ependymomas with YAP1 fusions occurs almost exclusively in children^24^.

Ependymomas likely originate from a restricted population of radial glial-like stem cells that are found in the ventricles and spinal canal of embryos and adults^33^. Radial glia and intermediate neural progenitors derived from them normally produce neurons, oligodendrocytes, astrocytes and ependymal cells^34–38^. Signalling mechanisms that normally regulate cellular progenitor proliferation and orchestrate differentiation are therefore strong candidates to be involved in paediatric tumourigenesis. YAP1 is present in the embryonic ventricular zone and later in the ependyma of mice^39,40^ where it has been implicated in ependymal cell differentiation^40^.

We use conditional mouse models of active YAP1 expression and LATS1/2 deletion and show that suppression of YAP1 activity in NEX/NeuroD6 expressing neuronal precursor cells is essential for limiting proliferation and enabling neuronal differentiation in the brain, whereas activation of YAP1 is sufficient to produce tumours that display features similar to human ependymoma.

## Results

### Active YAP1 expression in NEX-Cre lineage induces tumours

Whether or not elevated YAP1 activity is tumourigenic in the developing mammalian brain is an open question. To target for cell types that normally express YAP1 in a developing brain, we first examined YAP1 localisation in mice brains using immunohistochemistry (IHC) with a specific anti-YAP1 antibody. YAP1 was highly expressed in the ventricular zone (VZ) at postnatal day 0 (P0) (Fig. 1a, Supplementary Fig. 1a), becoming localised in the ependymal layer at P20 (Supplementary Fig. 1a)^41^. A subset of YAP1-positive cells in the VZ at P0 was mitotically active and were of radial glial origin as shown by Ki67 and nestin co-expression, respectively (Fig. 1b, c). NEX-Cre positive neuronal precursor cells (NPCs) are known to be generated in the VZ starting at E11.5 and NEX/Math2/NeuroD6 lineage gives rise to pyramidal neurons of the cortex and hippocampus but does not contribute to astrocytes or oligodendrocytes^42,43^. We crossed NEX-Cre-expressing mice with a Rosa26-tdTomato mouse reporter line^44^. In addition to pyramidal neurons, we observed numerous tdTomato expressing cells in the VZ at P0 (Supplementary Fig. 1b–d). This finding is in agreement with previous reports showing NEX-Cre in dividing NPCs^42^. TdTomato reporter positive cells also expressed YAP1, indicating that NEX-Cre driver can be used to manipulate a sub-population of neural precursor cells (Supplementary Fig. 1b–d).

**Fig. 1:**
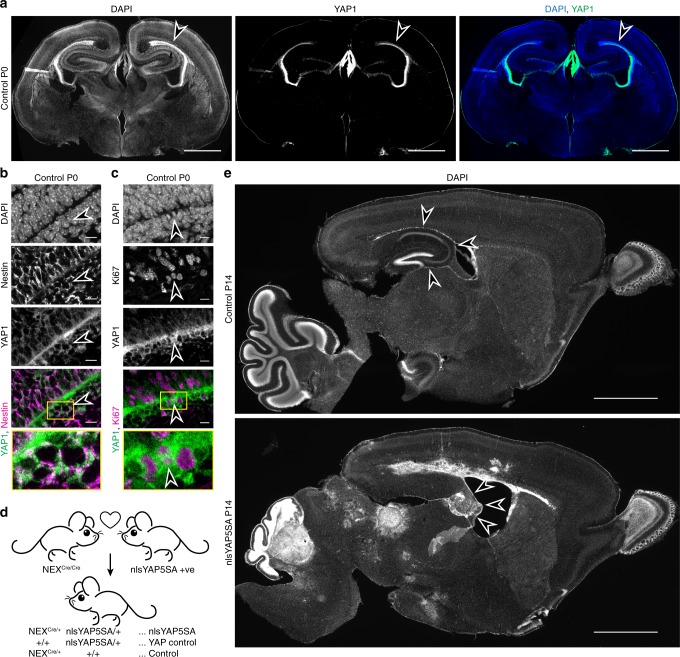
YAP1 is present in ependymal layer and its regulation is critical for brain development. **a** Coronal view of control P0 mouse brain sections immunofluorescence stained for YAP1. Arrowhead pointing at strong positive staining in the ependymal layer, scale bars = 1 mm. **b**–**c** Higher magnifications of ependymal layer/ventricular zone in control mice at P0. **b** Immunostainings with YAP1 and Nestin and **c**. Immunostainings with YAP1 and Ki67 show colocalization (arrows point to cells with colocalizations, overlap shown in white colour). Scale bars = 10 µm. **d** Breeding scheme to generate mice expressing nlsYAP5SA under the control of NEX-Cre (referred to as nlsYAP5SA). Mice with only one allele of NEX-Cre without the YAP1 transgene were used as controls. **e** Sagittal vibratome sections of the whole brain of Control and nlsYAP5SA mice are shown at P14. In nlsYAP5SA mice, ependymal layer is destructed, multiple tumours are formed across the brain as shown by DAPI stained nuclei and hippocampus is not developed. Arrowheads point at hippocampus. Scale bar = 1 mm.

Based on this evidence, we assessed the effect of uncontrollable YAP1 activity in NEX-expressing NPCs, by using a Cre inducible mouse model, in which a hyperactive form of YAP1, nlsYAP5SA, is preceded by a floxed STOP codon^45^. Upon Cre-mediated recombination these transgenic mice express phosphomutant YAP1 (S61A, S109A, S127A, S164A, S381A), which cannot be phosphorylated and inhibited by kinases, such as LATS1/2^46^. In addition, nlsYAP5SA contains a nuclear localisation signal (nls) to direct YAP1 activity to the nucleus. nlsYAP5SA; NEX-Cre mice (Fig. 1d) displayed multiple subependymal tumours at P14 along the lateral ventricles as well as in cerebellum (Fig. 1e). These results indicate that uncontrolled YAP1 in NEX-Cre lineage is sufficient for tumour formation.

### nlsYAP5SA suppresses hippocampal neuron differentiation

We next determined the progression of the tumour formation at earlier developmental stages. In nlsYAP5SA; NEX-Cre mice, nuclear YAP1 was expressed throughout neocortex and hippocampus (Fig. 2a). In these animals, hippocampal neuronal cell body layers (CA1, CA3 and dentate gyrus) showed neuronal loss and disruption of normal layering as observed with the neuronal markers NeuN and CTIP2 (Fig. 2a, Supplementary Fig. 2a, b). We also identified multiple tumours adjacent to the ependymal layer (Fig. 2b). These tumours were positive for nestin, indicating that constitutive cells are of neuronal stem cell specification (Fig. 2c). Tumours did not express NeuN indicating that the tumour did not contain differentiated neurons, but several cells within the tumour mass expressed Ki67, a marker of proliferation, indicating that the tumours contain actively dividing cells (Fig. 2c). These data show that sustained nuclear YAP1 in NEX-Cre expressing NPCs lead to tumour formation by maintaining a neural stem cell-like fate and preventing hippocampal pyramidal neuronal differentiation.

**Fig. 2:**
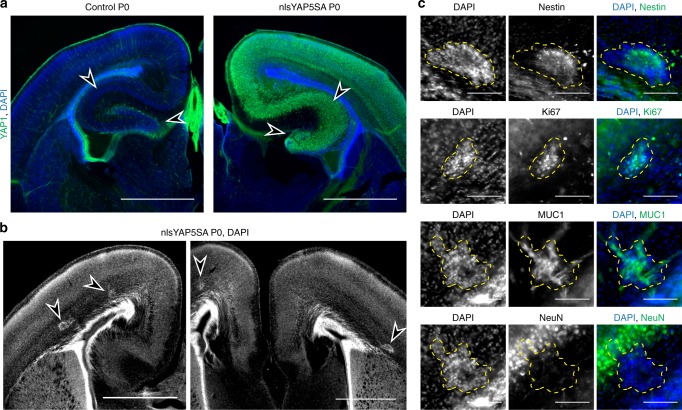
Uncontrolled YAP1 in NEX-Cre-expressing cells is sufficient for tumour formation at the expense of hippocampal differentiation. **a** Immunofluorescence staining of YAP1 in coronal vibratome sections of P0 animals. Neurons in nlsYAP5SA mouse cortex show strong nuclear staining of YAP1. Hippocampus formation is altered in nlsYAP5SA (arrowheads). Scale bars = 1 mm. **b** Arrowheads pointing at tumours visible in coronal vibratome sections of a P0 nlsYAP5SA animal. Scale bars = 1 mm. **c** Immunofluorescence staining in coronal sections of tumours in a nlsYAP5SA mice. Tumours are outlined with yellow-dashed line. Nestin, Ki67 and MUC1 demonstrate highly intense staining in the tumours while NeuN is absent. Scale bars = 100 µm.

### Deletion of LATS1/2 in NEX-Cre lineage causes brain tumours

Despite several lines of evidence that supports an oncogenic role for YAP1, the impact of kinases regulating YAP1 activity in cancer is not well understood. In mammals, the canonical upstream phosphorylation and suppression of YAP1/TAZ activity is predominantly accomplished by two homologous kinases, LATS1 and LATS2. Constitutive knockout of LATS2 results in embryonic lethality^47^, whereas constitutive LATS1 knockout leads to soft tissue sarcoma and ovarian tumour development^48^, indicating essential roles of LATS2 during development and compensatory roles between the homologues. Conditional knockout of LATS1 and LATS2 (LATS1/2) in mouse liver increases proliferation and represses the maturation of hepatocytes thereby causing pre-natal lethality^17^. Whether or not LATS1/2 has a role in neuronal differentiation in mammals is not known. We tested if deficiency in YAP1 phosphoregulation by LATS1/2 is sufficient to cause tumour formation by conditionally knocking out Lats1 and Lats2, in NEX-Cre lineage (Fig. 3a). We found that dual LATS1/2 conditional knockouts (cKOs), but not individual LATS1 cKOs or LATS2 cKOs, have significantly reduced body weight by P19-P21 compared with control littermates, with an onset of difference at P15 (Supplementary Fig. 3a, b). Upon inspection of LATS1/2 cKO mice at P0–P21 age groups, we found that 67% at P5–P7 and 100% at P8–P21 developed tumours whereas no tumours were found before P5 (Supplementary Fig. 3c). Multiple clonal forebrain tumours, originating invariably at the ependymal layer were found in all LATS1/2 cKOs, but not in controls or individual LATS1 cKOs or LATS2 cKO at P20 (18/18 dual knockout, 0/3 LATS1 cKO, 0/3 LATS2 cKO, 0/6 controls), indicating redundancy between LATS1 and LATS2. Animals showed multifocal, discrete tumours indicating their synchronous origin (Fig. 3b). LATS1/2 cKO brains were collected at predetermined time points (mostly at P20) as permitted by our project licence and were not assessed by survival (see methods). Based on the severity indications, we believe the majority of LATS1/2 cKO mice and all nlsYAP5SA mice were moribund before 2 months of age. YAP1 was expressed in all tumours including the smallest lesions observed in younger animals. This finding indicates that loss of LATS1/2 function increases YAP1 activity (Fig. 3c). In LATS1/2 deletion induced tumours, YAP1 was highly expressed in the cytoplasm of all cells and was enriched in the nucleus in a subset of cells in tumour, in a mosaic fashion (Fig. 3d, e). Although some cells expressed high levels of YAP1 in the nucleus, some had less-intense YAP1 levels in nucleus (Fig. 3d, e). These results indicate that in LATS1/2 cKO tumours YAP1 nuclear localisation can be regulated by additional factors, such as actomyosin and Src kinase, as previously shown^49^. Furthermore, YAP1-positive tumours in this early stage of development showed increased nestin expression and nestin was present in cells expressing nuclear YAP1 as well as those that had increased YAP1 in cytoplasm (Fig. 3e). In addition to the periventricular tumours, we observed tumour formation in the cerebellum (Supplementary Fig. 3d), recapitulating the features of nlsYAP5SA; NEX-Cre mice (Fig. 1e). These data show that LATS1/2 loss in NEX-Cre expressing neural precursor cells cause YAP1-expressing tumours that are highly similar to tumours found in nlsYAP5SA; NEX-Cre mice. Our finding of much smaller clonal tumour formation in LATS1/2 cKO mice, when compared with nlsYAP5SA; NEX-Cre mice is likely owing to other regulators of YAP1/TAZ activity, such as Src and NDR kinases^50,51^. Therefore, LATS1/2 activity in NPCs is necessary to control YAP1 activity during development.

**Fig. 3:**
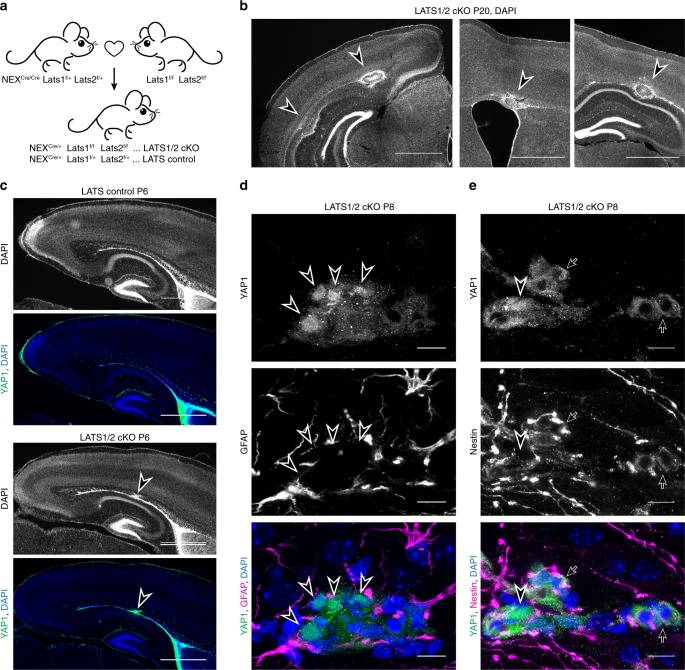
Conditional knockout of LATS1/2 under control of NEX-Cre leads to clonal YAP1-positive tumours. **a** Breeding scheme to generate LATS1/2 conditional knockout (LATS1/2 cKO) mice and control littermates. **b** Tumours associated with the ependymal layer are found in LATS1/2 cKO mice at P20 (arrowheads). Multiple clonal tumours can be found in each brain (middle and right images are from the same brain at different coronal planes). Scale bars = 1 mm. **c** A coronal section of LATS1/2 cKO brain at P6 shows strong YAP1 immunofluorescence staining in a tumour arising from the ependymal layer (arrowhead). Scale bars =  mm. **d**–**e** Confocal images of immunofluorescence stainings in LATS1/2 cKO brains. Scale bars = 10 µm. **d** YAP1 staining is increased in the tumour and YAP1 is nuclear in some cells (arrowheads). YAP1 expression does not overlay with GFAP^+^ cells. **e** YAP1 and Nestin are co-expressed in the tumour cells (arrows).

### Tumours in LATS1/2 conditional knockout mice are YAP1/TAZ dependent

Although it is generally accepted that YAP1 is the main functional output of the hippo pathway and that its dysregulation leads to tumourigenesis, it remains to be tested whether YAP1 has an essential role in Lats1/2-dependent brain tumour generation. YAP1 exhibits largely redundant functions with its close homologue TAZ. Therefore, we used YAP1 f/f; TAZ f/+ mice^50^ to assess if YAP1/TAZ are required for tumorigenesis in LATS1/2 dual knockout mice. For this purpose, we crossed NEX-Cre; Lats1 f/f; Lats2 f/f mice with YAP1 f/f; TAZ f/+ mice (Fig. 4a). We found that all LATS1/2 cKO animals where one or both copies of YAP1 was deleted still exhibited tumours at P20 (*n* = 3 each), indicating that YAP1 is not the sole downstream factor regulated by LATS1/2. However, we observed that LATS1/2 cKO animals depleted of both copies of YAP1 exhibit a significant reduction (*p* < 0.001, Dunn’s multiple comparisons test) in average tumour size compared with LATS1/2 cKO animals (Fig. 4b), indicating that level of YAP expression impacts tumour size. Further, using a random effects model to account for multiple tumours being recorded from each animal, we observe significant evidence of an additive dosage effect, specifically each YAP1 WT allele lost corresponds to a decrease in estimated tumour volume of ~0.03 mm^3^ (*p* = 0.0068). In LATS1/2; YAP1^f/f^ mice, tumours were negative for YAP1 immunostaining supporting its specificity (Supplementary Fig. 4a). LATS1/2 cKO YAP1^f/+^ TAZ^f/+^ mice have tumours (*n* = 3). However, tumour formation was suppressed at P20 in LATS1/2 cKO YAP1^f/f^ TAZ^f/+^ mice (*n* = 3) (Fig. 4c). These results strongly support that activation of both YAP1 and TAZ mediate tumour formation in LATS 1/2 cKO mice (Fig. 4c). We conclude that YAP1 and TAZ are necessary for LATS1/2-dependent tumourigenesis arising from NEX expression NPCs.

**Fig. 4:**
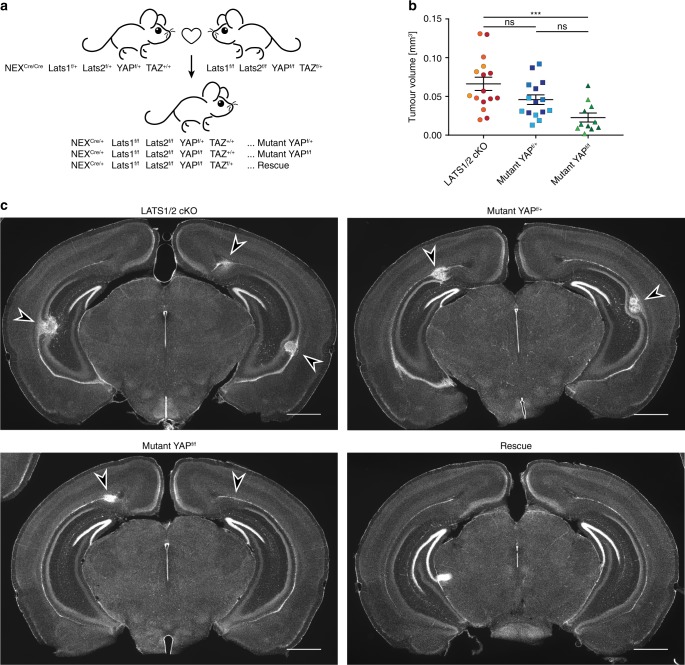
YAP1 and TAZ are necessary for tumour development in LATS1/2 cKO mice. **a** Breeding scheme to generate a rescue model. Available animals (Lats1^f/f^ Lats2^f/f^, YAP^f/f^ TAZ^f/+^ and NEX^Cre/Cre^) were crossed to generate mice with shown genotypes. **b** Measurements of size of tumours found in LATS1/2 cKO (*n* = 16 tumours), Mutant YAP^f/+^ (*n* = 15 tumours) and Mutant YAP^f/f^ (*n* = 11 tumours) from *n* = 3 mice for each genotype. Colour shade indicates tumours from the same animal. LATS1/2 cKO tumour volumes compared with those measured in Mutant YAP^f/f^ animals show a significant difference with padj = 0.0006 (two-sided Dunn’s multiple comparison test). Error bars = SEM. **c** Coronal vibratome sections of P20 brains stained for DAPI. No tumour formation identified in Rescue mice. Tumours (arrowheads) can be found in LATS1/2 cKO, Mutant YAP^f/f^ and Mutant YAP^f/+^ animals. Scale bars = 1 mm.

### LATS1/2 cKO tumours recapitulate features of human ependymoma

We next investigated the pathological features of the LATS1/2 cKO tumours. Serial sections of paraffin embedded P20 LATS1/2 cKO mice brains showed periventricular multifocal tumours in continuity with the ependymal layer (Fig. 5a). Histologically, the tumours appeared as moderately cellular lesions with a compressive margin. They were composed of uniform spindle or rounded cells with fibrillary or scanty cytoplasm and slightly hyperchromatic nucleus (Fig. 5b, c). We did not observe well-formed perivascular pseudo-rosettes. Some cells contained intracytoplasmic vacuoles (Fig. 5d). Mitoses were absent. The tissue surrounding these lesions showed reactive astrocytosis and microglial response. Tumour cells showed nuclear and lesser extent cytoplasmic YAP1 expression (Fig. 5e), they weakly expressed MUC1 (EMA) (Fig. 5f) and they were focally positive for GFAP (Fig. 5g) and cytokeratin 18 (Fig. 5h). Vimentin, nestin, which are present in radial glia were also expressed in tumours, whereas neuronal marker NeuN was consistently absent (Supplementary Fig. 5a). Ki67 was expressed in tumours indicating cell division (Supplementary Fig. 5a). Notably, normal ependyma in mice also expressed cytokeratin 18 as previously shown^52^ (Supplementary Fig. 5b). Light microscopic features and immunoprofile of the tumours were consistent with ependymoma and similar to the human counterpart^53–55^.

**Fig. 5:**
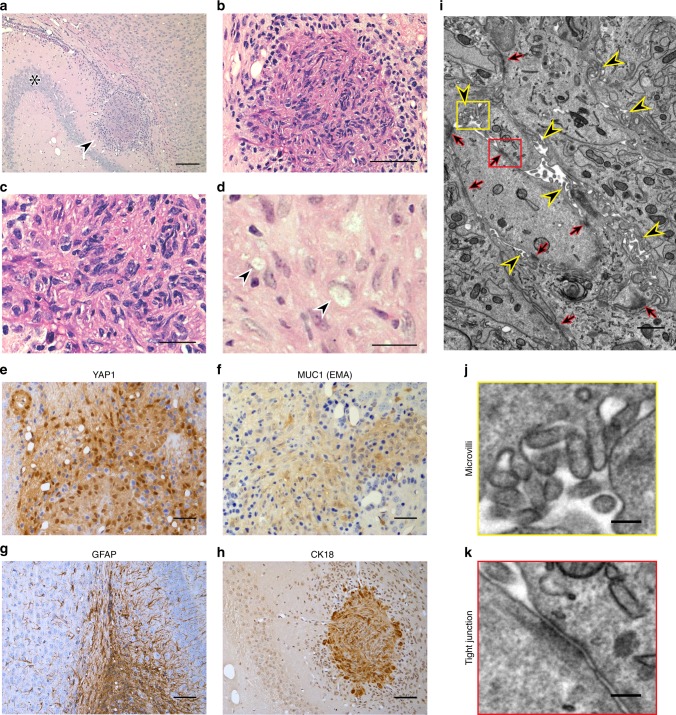
LATS1/2 cKO mouse tumours display histological features of ependymoma. **a**–**d** The tumour (arrowhead) appear to arise from the ependymal layer of the anterior temporal horn of the lateral ventricle at the level of hippocampus (* CA3). **a** H&E, ×4, scale bar = 500 µm; the lesion has compressive margin. **b** H&E, ×10, scale bar = 200 µm and it is composed of fascicles of spindle cells with focal nuclear clustering. **c**. H&E, ×40, scale bar = 50 µm. A few tumour cells contain intracytoplasmic, paranuclear vacuoles (arrowheads). **d**. H&E, ×60, scale bar = 20 µm. Tumour cells demonstrate. **e** nuclear and cytoplasmic YAP1 expression (immunoperoxidase, ×20), **f** weak cytoplasmic MUC1 expression (immunoperoxidase, ×20) and **g** they are focally positive for GFAP (immunoperoxidase, ×20) and **h** cytokeratin 18/CK18 (immunoperoxidase, ×10). Reactive astrocytes surrounding the lesion are also GFAP-positive (**g**—immunoperoxidase, ×20). Scale bars = 50 µm. **i** TEM image (×9900) within the tumour showing multiple ependymal features (Yellow arrowheads = microvilli, red arrows = tight junctions). Scale bar = 1 µm. **j**, **k**. Enlargement of the yellow and red insets in **i**, respectively. Scale bars = 200 nm. **j**. High magnification of microvilli and **k**. a tight junction found in the tumour are shown.

To further test the ependymal origin of LATS1/2 cKO tumours, we performed ultrastructural examination using transmission electron microscopy (TEM). After identifying the areas of the tumour mass using Micro-CT by comparing to nuclear 4′,6-diamidino-2-phenylindole (DAPI) fluorescent image of the brain (Supplementary Fig. 5c), we studied multiple regions of the tumour using serial blockface scanning electron microscopy (Supplementary Fig. 5d) and TEM (Fig. 5i–k, Supplementary Fig. 5e–f). Numerous microvilli and tight junctions (Fig. 5i–k, Supplementary Fig. 5f) were observed in different regions of the tumour. Presence of microvilli and tight junctions confirmed that YAP1 dysregulation and activation leads to the formation of ependymal tumours similar to the corresponding tumours seen in humans.

### RNA sequencing and proteomics in nlsYAP5SA brain

We performed total RNA sequencing of the right hemisphere of nlsYAP5SA mice (NEX^Cre/+^; YAP1^nlsYAP5SA/+^) and unaffected littermates (NEX^+/+^; YAP1^nlsYAP5SA/+^) (*n* = 5 for each genotype) (Fig. 6a). 

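The RNA came from the right hemisphere, without olfactory bulb and cerebellum, of 5 nlsYAP5SA mice, 5 control littermates and 3 age-matched C57BL/6 mice at postnatal day 11. nlsYAP5SA mice carry a transgene for a nuclear, activated form of YAP1 together with the NEX-Cre allele, which expresses Cre recombinase in the NEX/NeuroD6 lineage of neuronal precursors; the controls carry the transgene without Cre. The littermates came from different matings, and the labels do not assign them to litters. Both sexes were used, and the sex of each mouse is not given. Libraries were made with a kit for mRNA. The authors trimmed the reads with CutAdapt, mapped them with STAR to the mouse genome GRCm38 and its Ensembl transcripts, and estimated a count for each gene with RSEM. RSEM shares reads that match several genes among them, so its estimated counts need not be whole and are uncertain for genes with near-identical copies. The text does not name a strand setting, so counts of overlapping and antisense genes are uncertain too. The deposited estimated counts are not normalized and cover 48795 genes.

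The estimated counts of a control mouse summed to between 21380744 and 25524349, with a median of 24211508. In nlsYAP5SA mice the total was between 20871566 and 23586887, with a median of 21851691, and in C57BL/6 mice between 21541836 and 24392197, with a median of 22788250. The paper reports an average of 27 M reads per sample; the mean of the totals used here, over reads assigned to genes, was 22.9 M. A single gene, CT010467.1, took between 2.44% and 9.74% of the counts of a sample. Replicates of a group differed by more than the sampling noise in every pair (chi-square per degree of freedom of at least 5.83 over 13977 genes). This argues against a library that was entered again as another replicate of its group. It cannot show that each library came from its own mouse. Each library was counted as its own sample by the labels.

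Estimated counts were rounded to whole numbers, normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test between the 5 nlsYAP5SA and the 5 control mice. The test covered the 16315 genes that edgeR's filterByExpr kept. Genes with a Benjamini-Hochberg adjusted p value of 0.05 or less were called differentially expressed, the threshold that the methods state. Levels of single genes are given as CPM, counts scaled to the library size with the TMM factor. Lists of genes were tested with limma's camera at a preset correlation between genes of 0.01. Each list also received a score in each sample, the mean of log2 (CPM + 0.5) over its genes with the mean of the controls set to 0, and the scores of nlsYAP5SA and control mice were compared by a two-sided exact permutation test over the 252 ways to divide 10 samples into 5 and 5.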

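The distance of each C57BL/6 sample to the other groups was measured on log2 CPM of the 500 genes that varied most across the 13 samples. The first C57BL/6 sample lay 35.4 from the mean of the controls and 50.2 from the mean of the nlsYAP5SA samples. These distances were 48.8 and 55.9 for the second sample and 38.4 and 48.8 for the third. The ratio of the distance to the controls over the distance to the nlsYAP5SA mice was 0.788 ± 0.084 (SD, n = 3 mice). It was 0.769 over all 16943 genes kept by the filter and 0.778 over 500 genes chosen without the Y-linked genes and Xist. When an average-linkage tree over the 13 samples was divided into 2 branches, the 3 C57BL/6 samples stood with the 5 controls and the 5 nlsYAP5SA samples stood apart; divided into 3, it set the second C57BL/6 sample on a branch of its own, but over the genes chosen without the Y-linked genes and Xist this sample stood with the first C57BL/6 sample and control replicates 1 and 4, apart from the third C57BL/6 sample and control replicates 2, 3 and 5. The first principal component held 28.5% of the variance.

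Between the 5 controls and the 3 C57BL/6 mice, 28 of 16546 genes were called, 8 higher and 20 lower in C57BL/6, and 3 of the 56 ways to divide these 8 samples gave at least 28 calls. With an offset for GC content and transcript length from a robust loess fit, 40 genes were called, 16 higher and 24 lower. Between the 5 nlsYAP5SA and the 3 C57BL/6 mice, 1061 of 16641 genes were called, 692 higher and 369 lower in nlsYAP5SA mice. This count was 401 without the first C57BL/6 sample, 581 without the second and 1757 without the third, and 636, 645 and 509 without nlsYAP5SA replicates 1, 2 and 5. The share of higher genes among the calls was 65.2%, and 40.9% of 2186 calls when the offset came from an ordinary loess fit. That fit also moved the median log2 fold change of all genes tested from -0.011 to -0.055, so this change includes a shift of all genes.

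**Figure D1:**
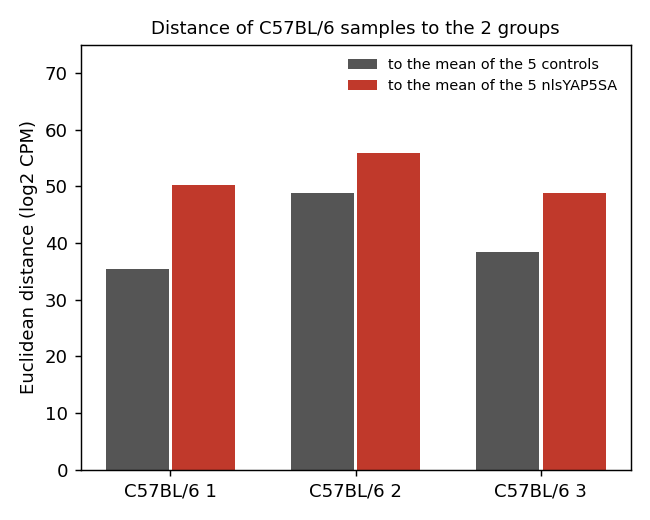
Euclidean distance (log2 CPM, y axis) of each of the 3 C57BL/6 samples (x axis) to the mean of the 5 control samples (grey bars) and to the mean of the 5 nlsYAP5SA samples (red bars), over the 500 most variable genes. Each of the 3 samples lies closer to the controls, at 35.4, 48.8 and 38.4, than to the nlsYAP5SA samples, at 50.2, 55.9 and 48.8.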

Experiments included three additional non-littermate C57BL/6 controls, which clustered with the control animals, but were not included in later analysis (Supplementary Fig. 6a). First, we ranked all 30,280 identified genes based on their differential expression in nlsYAP5SA and control. 

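Of the 48795 genes, 30650 had an estimated count above 0 in at least 1 of the 13 samples and 29790 in at least 1 of the 10 control and nlsYAP5SA samples. The gene with the largest increase among genes with a mean of at least 50 counts, with every nlsYAP5SA mouse above every control, was Wisp2, on chromosome 2 of GRCm38 from 163820861 to 163833146. It rose from 0.190 ± 0.153 CPM in controls to 13.5 ± 1.16 CPM in nlsYAP5SA mice (SD, n = 5 each), a log2 fold change of 6.09 (standard error 0.27, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by Ltbp2 with a log2 fold change of 5.16, Ankrd1, Car9 with 3.76 and Lrp2 with 3.40. These values rest on few counts in controls, at most 10 in a mouse for Wisp2, 12 for Ltbp2, 15 for Car9 and 16 for Lrp2. Under DESeq2 with a prior on fold changes they were 3.89, 2.93, 2.31 and 1.85, with Car9 above Ankrd1. The largest decreases by the same rule were smaller: A330023F24Rik and Kcng4 had a log2 fold change of -1.24 each, Aplnr -1.18, Gm2115 -1.13 and Robo3 -1.11. For Kcng4, control replicate 2 lay apart at 2.47 CPM, with the other controls between 3.26 and 3.44 CPM. With the summed level of 4 Y-linked genes as a covariate, A330023F24Rik and Aplnr were not called (adjusted p = 0.052 and 0.225 from edgeR's quasi-likelihood test, the largest among 14 alternatives for each). In all, 712 genes with at least 50 counts on average were called with every nlsYAP5SA mouse above every control, and 396 with every nlsYAP5SA mouse below every control; chance alone separates the groups in 0.794% of genes.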

We then applied gene enrichment analysis (GSEA) choosing the Kyoto Encyclopaedia of Genes and Genomes (KEGG) database to identify gene sets that are overrepresented at both extremes of the ranked list. 

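The KEGG gene sets were not used here, and families picked by gene symbol stand in for them. Of 74 tested genes for chemokines, interleukins, tumour necrosis factor family members, colony-stimulating factors and their receptors, 55 had a higher mean in nlsYAP5SA mice, with a median log2 fold change of 0.34 (adjusted p = 1.5e-10 over 9 families, camera with Benjamini-Hochberg adjustment). Of these, 27 were called higher and 1 lower over all genes tested, and 31 and 2 when adjusted over the list alone. The median was moved most by DESeq2 with a prior on fold changes, to 0.05 in the same direction, with the 10 samples as with all 13. Those fits had no filter on low counts, with 29565 genes tested for the 10 samples. Their list can therefore hold genes beyond the 74, and the change in the median is not due to the prior alone. The score of this family was 0.37 ± 0.12 in nlsYAP5SA mice against controls with an SD of 0.05 (n = 5 each), and no sample overlapped the other group (exact permutation test, p = 0.00794, the smallest p that 5 against 5 allow).

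Collagens, laminins and integrins, which take part in focal adhesion, had a median log2 fold change of 0.18 over 76 genes (adjusted p = 2.8e-08 from the same test). In this family 21 genes were called higher and 2 lower, and 24 and 6 when adjusted over the list alone, and the scores of the groups overlapped (exact permutation test, p = 0.0317). Of the 41 genes of TGF-beta and BMP signalling, which KEGG counts among pathways in cancer, 36 rose, with a median of 0.25 (adjusted p = 1.8e-13); 18 were called, all higher, and 21 when adjusted over the list alone. Cathepsins and lysosomal membrane proteins had a median of 0.27 over 35 genes (adjusted p = 2.3e-14), with 19 called, all higher, and 23 higher and 1 lower when adjusted over the list alone.

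With the correlation between genes estimated from the data, the calls for cytokines, for TGF-beta and BMP signalling and for cathepsins held (adjusted p = 0.0461 each from camera). That for collagens, laminins and integrins was lost. All 4 held under limma's fry, which asks whether a list changed at all, whereas camera sets it against the other genes. A call under fry therefore does not restore one that camera lost. The p value for collagens, laminins and integrins was equalled or passed by 15 of 100 divisions of the same 10 samples into 5 and 5, the real one included, against 1, 1 and 2 for cytokines, TGF-beta and cathepsins.

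**Figure D2:**
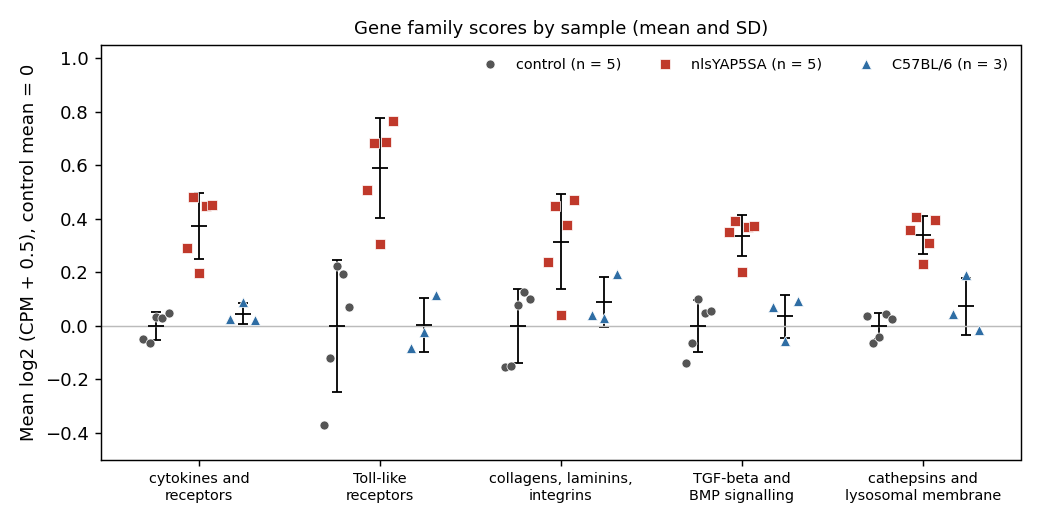
Score of 5 gene families (x axis) in each sample, as the mean of log2 (CPM + 0.5) over the family's genes with the mean of the controls set to 0 (y axis). Points are samples of control mice (circles, n = 5), nlsYAP5SA mice (squares, n = 5) and C57BL/6 mice (triangles, n = 3), with the mean and SD of each group; the groups of control and nlsYAP5SA mice are separate for every family except collagens, laminins and integrins, where nlsYAP5SA samples begin at 0.04 and controls reach 0.13.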

Among the top 10 upregulated gene sets in nlsYAP5SA we found pathways in cancer, cytokine receptor interaction and focal adhesion, in agreement with active YAP1’s capacity to induce cancer and a consequent immune response (Fig. 6b, c). 

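All 77 nuclear genes for subunits of the respiratory complexes and ATP synthase, again picked by symbol, had a lower mean in nlsYAP5SA mice, with a median log2 fold change of -0.22 (adjusted p = 8.0e-13, camera with Benjamini-Hochberg adjustment). Over all genes tested, 10 of them were called, all lower, and 35 when adjusted over the list alone. Their score fell by 0.20 on the log2 scale, with an SD of 0.11 in nlsYAP5SA mice and 0.14 in controls (n = 5 each), and the groups overlapped (exact permutation test, p = 0.0476, and 0.0536 after Benjamini-Hochberg adjustment over the 9 families). The 13 mitochondrial genes of these complexes had a median of -0.15 (adjusted p = 0.0216 from camera), and no single gene among them was called, with 1 at an unadjusted p of 0.05 or less. With the correlation between genes estimated from the data, neither group of genes was called (adjusted p = 0.282 and 0.388); fry kept the nuclear genes (adjusted p = 0.0467) and not the mitochondrial ones (0.140). Among 100 divisions of the 10 samples into 5 and 5, the real one included, 32 gave as small a p for the nuclear genes. Random lists matched on GC content, transcript length and level had a median of -0.08. The mitochondrial genes were not called without control replicate 1 or without nlsYAP5SA replicate 1, nor with the Y-linked covariate or either offset for GC content and length.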

On the other side, Oxidative Phosphorylation gene set among the most reduced, which may indicate changes in energy metabolism tumours (Supplementary Fig. 6b). In a complementary analysis, we analysed the 2035 significantly differentially expressed genes between the two genotypes utilising the online tool DAVID with KEGG defined gene sets. The significantly differentially expressed gene list was generated using the DESeq2 R package applying the Wald significance test with a threshold of 0.05 for significance. 

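With edgeR's quasi-likelihood test, 1761 of the 16315 genes tested were called differentially expressed, 1200 higher and 561 lower in nlsYAP5SA mice, and 3984 had an unadjusted p of 0.05 or less. DESeq2's Wald test called 2239 genes, 1383 higher and 856 lower. The paper's reported number is 2035; the copy of Supplementary Data 1 used here lists 1335 genes, all of them higher in nlsYAP5SA mice, and was not used for an overlap. The lowest count among 14 alternatives was 541, 475 higher and 66 lower, with the summed level of 4 Y-linked genes as a covariate. The highest was 3225. On the scale of log2 (CPM + 1), the Y-linked level was 6.54 or more in every control. In nlsYAP5SA replicates 1, 2 and 5 it was at most 0.132. The groups are thus unbalanced in this level, and the 1761 calls take no account of it. An offset for GC content and transcript length changed the balance of directions. From 68.1% of calls higher it went to 61.4% of 2456 calls with a robust loess fit and to 41.3% of 3225 calls with an ordinary one. The ordinary fit also moved the median log2 fold change of all genes tested from -0.0054 to -0.049, against -0.0043 with the robust fit. Its change of balance therefore includes a shift of all genes and cannot be laid to GC content and length alone. Between 1210 and 1891 genes were called when each of the 10 mice was left out in turn.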

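Of 27 components of the Hippo pathway, 4 of which the paper names from these mice and 2 of which also stand in the list of YAP1/TAZ target genes, 21 had a higher mean in nlsYAP5SA mice, with a median log2 fold change of 0.16 (adjusted p = 8.6e-08, camera with Benjamini-Hochberg adjustment). Genes called differentially expressed numbered 6 of the 27, all higher, also when adjusted over the list alone. Lats2, on chromosome 14 from 57689662 to 57758388, rose from 16.0 ± 2.57 CPM in controls to 34.9 ± 1.93 CPM in nlsYAP5SA mice (SD, n = 5 each), a log2 fold change of 1.12 (standard error 0.10, adjusted p = 1.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lats1 did not differ by more than the spread between mice, with a log2 fold change of 0.17 (standard error 0.10, adjusted p = 0.348 from the same test). The call for the pathway's components was lost with the correlation between genes estimated from the data (adjusted p = 0.0852) and held under fry.

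Of the 10 Toll-like receptors tested, 8 rose, with a median log2 fold change of 0.89 (adjusted p = 6.7e-05 from camera); 6 were called, all higher, and 6 higher and 1 lower when adjusted over the list alone. Here too only fry kept the call (adjusted p = 0.0038, against 0.124 with the estimated correlation), and 7 of the 100 divisions gave as small a p. The complement genes C1qa, C1qb, C1qc and C4b had log2 fold changes of 1.18, 1.31, 1.11 and 2.63, each with every nlsYAP5SA mouse above every control.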

As expected, one of the most-enriched gene sets was the hippo signalling pathway in addition to terms including immune and infection-related genes (Supplementary Fig. 6c). Specifically, in nlsYAP5SA mice numerous known YAP1 downstream effectors^56^ were significantly upregulated at mRNA level, including AMOTL2, CTGF, CYR61, ANKRD1 and AXL (Supplementary Data 1).

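Amotl2, on chromosome 9 of GRCm38 from 102716672 to 102733418, rose from 16.2 ± 1.28 CPM in control mice to 47.8 ± 3.57 CPM in nlsYAP5SA mice (SD, n = 5 each), a log2 fold change of 1.56 (standard error 0.07, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ctgf, on chromosome 10 from 24595442 to 24598683, rose from 17.8 ± 1.19 to 48.1 ± 6.65 CPM, and Cyr61, on chromosome 3 from 145646976 to 145649981, from 4.63 ± 1.09 to 25.8 ± 5.11 CPM. Their log2 fold changes were 1.43 (standard error 0.09, adjusted p = 1.8e-06 from the same test) and 2.48 (standard error 0.18, adjusted p = 4.2e-06). Ankrd1, on chromosome 19 from 36111961 to 36120099, was close to absent in controls, with at most 6 counts in a mouse and 0.132 ± 0.100 CPM, and reached 4.91 ± 1.50 CPM in nlsYAP5SA mice. Its fitted log2 fold change of 5.14 (standard error 0.40, adjusted p = 6.1e-06) rests on these few control counts and was 2.11 under DESeq2 with a prior on fold changes. Axl, on chromosome 7 from 25757273 to 25788705, changed least of the 5, from 42.8 ± 5.47 to 63.3 ± 5.94 CPM, a log2 fold change of 0.56 (standard error 0.09, adjusted p = 0.00129). Each of the 5 genes was higher in every nlsYAP5SA mouse than in every control, and each stayed called when any single mouse was left out. Over a list of 22 YAP1/TAZ target genes that holds these 5 and has 3 genes in common with other families, the median log2 fold change was 0.75 (adjusted p = 3.0e-26, camera with Benjamini-Hochberg adjustment, and 0.0147 with the correlation between genes estimated from the data). Of the 22, 15 were called higher and 1 lower, and 15 and 3 when adjusted over the list alone.

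**Figure D3:**
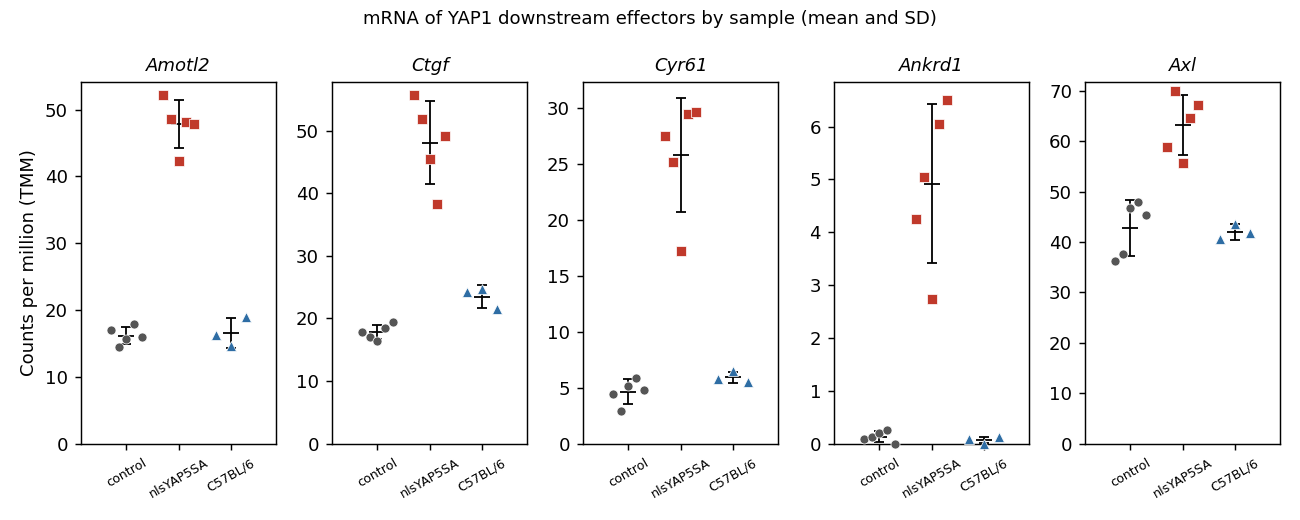
CPM after TMM normalization (y axis, from 0) of Amotl2, Ctgf, Cyr61, Ankrd1 and Axl in each control (circles, n = 5), nlsYAP5SA (squares, n = 5) and C57BL/6 mouse (triangles, n = 3), with the mean and SD of each group. For each gene the 5 nlsYAP5SA mice sit above all controls and all C57BL/6 mice.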

**Fig. 6:**
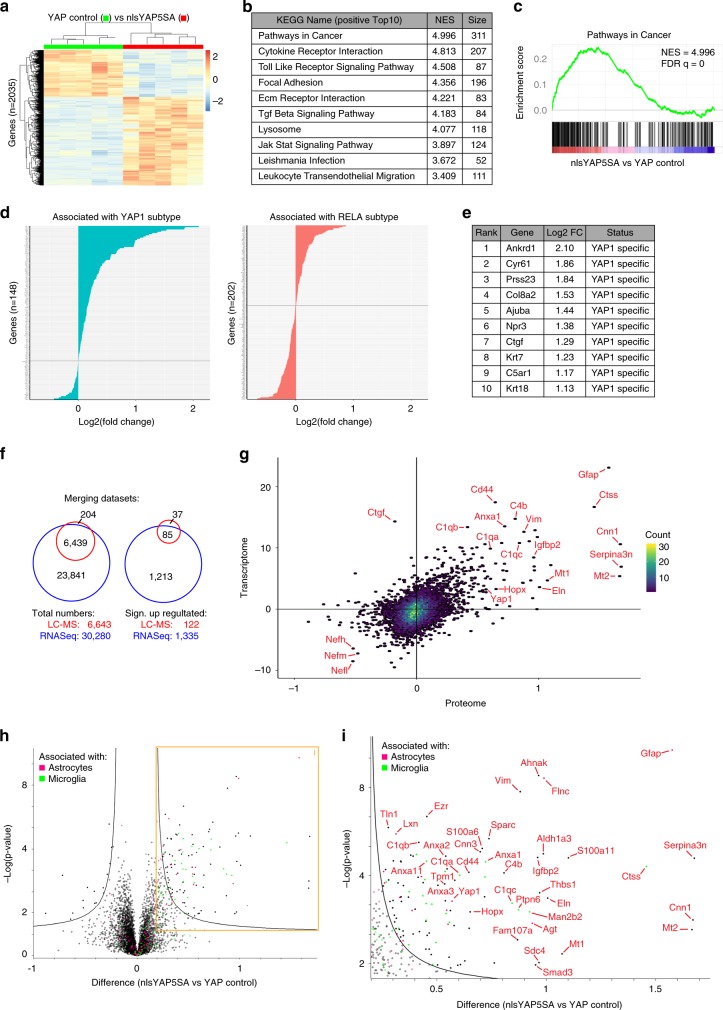
Transcriptome and proteome analysis of nlsYAP5SA mice exhibit further parallels to human ependymoma. **a**–**e** Gene expression analysis for nlsYAP5SA versus control. Five animals per genotype (control = NEX^+/+^ YAP1^nlsYAP5SA/+^; nlsYAP5SA = NEX^Cre/+^ YAP1^nlsYAP5SA/+^) were analysed utilising the Illumina HiSeq 4000. **a** Heat map of all significantly differently expressed genes (2035 genes) between control and nlsYAP5SA animals. Rows represent genes and columns show individual animals. Legend indicates per gene median centred fold change. **b** Gene enrichment analysis (GSEA) of complete gene list (30,280 detected genes) from RNA sequencing (RNASeq) with gene sets derived from the KEGG pathway database. The top 10 annotated pathways with the highest normalised enrichment score (NES) are shown with number of genes in the data set linked to the indicated pathway (Size). **c** GSEA of KEGG annotation “Pathways in Cancer” with highest NES in analysis. **d** Gene list of YAP1 and RELA association (see methods) was used to assign specificity to detected genes in our expression data from nlsYAP5SA screen (350 genes of the 354 in reference list are present in our data set). Log2 fold change of control vs. nlsYAP5SA are ranked from highest to lowest. Teal and red colours are used to denote YAP-specific and RELA-specific genes, respectively. **e** The 10 highest ranked genes with assigned specificity all of these are associated with YAP1. **f** Venn diagrams illustrating numbers of identified genes in Transcriptome (RNAseq, blue) and proteome quantified by liquid chromatography mass spectrometry (LC-MS) (red). Left: all genes, right: significantly upregulated genes in nlsYAP5SA. **g** Density scatter plot of 6439 genes present in both proteome and transcriptome plotted by their expression difference between control and nlsYAP5SA (Welch difference is used for proteomics and stat value is used for transcriptomics). Data sets show a correlation coefficient of 0.5. Each point represents one gene. **h** Volcano plot of difference in protein levels between control and nlsYAP5SA cohort. Each point represents one protein. The *x* axis shows log2 transformed fold change and the *y* axis shows significance by –log10 transformed *p* value obtained by two-sided Welch *t* test. A gene is called significantly and differentially expressed if its FDR is <0.05 and s0 > 0.1, which is indicated by the black line. Proteins associated with astrocytes (magenta) and microglia (green) are displayed. Cell type association was generated by integrating previously published data (see methods). **i** Area shown in **h**, enlarged to display and name significantly upregulated proteins in nlsYAP5SA brains.

Next, we inspected how gene expression signatures in our nlsYAP5SA mouse models compare with published gene expression data from human ependymoma subtypes. For this we used a list of genes that was previously established to be differentially expressed between YAP1-MAMLD1 fusion and RELA fusion-positive human ependymoma subtypes, as well as between YAP1-MAMLD1 and C11orf95-RELA-driven mouse ependymoma models^31,57^. Of these 354 published unique genes (151 YAP1 associated and 203 RELA-associated), 350 were present in our transcriptomics data, which we ranked with respect to fold change in nlsYAP5SA compared with control mice (Fig. 6d). 

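Supplementary Data 2 lists 350 of these genes, 148 associated with YAP1 and 202 with RELA, and all 350 have a row in the deposited counts. The filter on low counts kept 141 of the YAP1-associated and 200 of the RELA-associated genes. Of these 341 genes, 337 changed in the direction that Supplementary Data 2 gives. Those directions are the paper's own from the same mice, so this compares the processing alone and not the tumours behind the lists.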

We found that although RELA fusion-associated genes were equally represented among increased and reduced genes in nlsYAP5SA model (Fig. 6d, red), genes that are specific for YAP1-MAMLD1 fusion-positive ependymoma were clearly overrepresented among upregulated genes in the nlsYAP5SA model (Fig. 6d; teal, Supplementary Data 2). 

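Of the 141 YAP1-associated genes, 112 had a higher mean in nlsYAP5SA mice, with a median log2 fold change of 0.18 (adjusted p = 4.3e-17, camera with Benjamini-Hochberg adjustment over the 2 lists). The score of the list was 0.36 ± 0.09 in nlsYAP5SA mice against controls with an SD of 0.09 (n = 5 each), without overlap between the groups (exact permutation test, p = 0.00794). Of the 200 RELA-associated genes, 94 had a higher mean, and the median was -0.0040 (adjusted p = 0.366 from camera), with the opposite sign when the level of Ttr was a covariate or at least 10 counts were required in every sample; the score of 0.01 ± 0.03 lay within the spread of the controls, whose SD was 0.04 (exact permutation test, p = 0.603). The medians of the lists differed by 0.18 (adjusted p = 1.7e-08 from limma's camera on the genes of both lists alone, which is a single test, so that the adjusted and the unadjusted p are equal). The median of the YAP1-associated genes was moved most, to 0.11, by an offset for GC content and transcript length from an ordinary loess fit. The call for the YAP1-associated list held with the correlation between genes estimated from the data (adjusted p = 0.0249) and under fry, and that for the difference held with the estimated correlation (adjusted p = 0.0412 from limma's camera, again equal to the unadjusted p). A p as small for the difference came from 6 of 100 divisions of the 10 samples into 5 and 5, the real one included.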

When we restricted the analysis to mRNAs that are significantly changed between control and nlsYAP5SA mice (89/354 genes were found in our significantly differentially expressed gene list, matched by gene name) we found that this pattern was even more striking. In all, 45 out of the 46 (98%) YAP1-MAMLD1 fusion-associated mRNAs were significantly increased in our mouse model and only one mRNA was reduced, in contrast 20 out of 43 (46%) RELA fusion-specific genes were increased and 23 were reduced in nlsYAP5SA mice (Supplementary Fig. 6d, Supplementary Data 2). These data show that the proportion of YAP-associated genes that are increased in nlsYAP5SA are much higher than RELA-associated genes (*p* < 0.0001, Chi-squared test), indicating that YAP-MAMLD1 fusion-associated gene expression signatures are present in nlsYAP5SA model. 

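With edgeR's quasi-likelihood test, 75 genes of the lists were called: 40 YAP1-associated genes, 39 higher and 1 lower, and 35 RELA-associated genes, 16 higher and 19 lower. Adjusted over the list alone, 46 YAP1-associated genes were called higher and 2 lower, and 23 RELA-associated genes were called in each direction. The share of higher genes among the calls was 97.5% for the YAP1-associated and 45.7% for the RELA-associated list. With the offset for GC content and transcript length from an ordinary loess fit, 44 YAP1-associated genes were called higher and 5 lower (89.8% higher), and 21 RELA-associated genes higher and 49 lower (30.0% higher). The share for the RELA-associated list was 51.9% without control replicate 4, 55.0% without nlsYAP5SA replicate 4 and 55.6% of 9 calls with the Y-linked covariate. The YAP1-associated gene called lower was Sgpp2, with a log2 fold change of -0.49 (standard error 0.12, adjusted p = 0.0171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); it was not called with the Y-linked covariate, where its adjusted p of 0.298 was the largest among 14 alternatives.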

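The shares of higher genes differed by 51.8 percentage points (two-sided Fisher's exact test on called genes, p = 3.8e-07). Genes of a list are not independent replicates, and other divisions of the mice cannot test this comparison, since 92 of 99 other divisions into 5 and 5 gave 0 called genes. The difference lay between 42.4 and 58.3 percentage points when each mouse was left out in turn. With the Y-linked covariate it was 44.4 percentage points over 32 called genes (Fisher's exact test, p = 0.0035). From the larger proportion of YAP1-associated genes that increased, the paper concludes that expression signatures of the YAP1-MAMLD1 fusion are present in nlsYAP5SA mice.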

The 18 genes with the highest expression changes in nlsYAP5SA included known YAP1 downstream target genes such as *Ankrd1*, *Cyr61* and *Ctgf* (Fig. 6e)^56^. 

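By log2 fold change, the 18 listed genes that increased most among those tested were all YAP1-associated; under a filter of at least 10 counts in every mouse, which drops Ankrd1, Krt7, C5ar1 and Krt18, 16 of the first 18 were. Of the 10 genes shown in Fig. 6e, 9 were among the first 10 here, and Ctgf had rank 12. With no filter, under DESeq2 without a prior and with all 13 samples in a single fit, 7 of the 10 were, and Ctgf had rank 15. Ankrd1 had rank 1 and Cyr61 rank 4. Between them stood Krt7, with a log2 fold change of 4.50 (standard error 0.46) and at most 5 counts in a control mouse. C5ar1, with at most 14 counts in a control, Prss23, Col8a2, Ajuba and Npr3 followed with log2 fold changes of 2.33, 2.10, 1.95, 1.66 and 1.63 (adjusted p of 8.4e-05 or less for each of these genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).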

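Krt18, on chromosome 15 of GRCm38 from 102028180 to 102032027, had 0.442 ± 0.228 CPM in control mice and 3.29 ± 1.34 CPM in nlsYAP5SA mice (SD, n = 5 each), with at most 17 counts in a control. Its log2 fold change was 2.88 (standard error 0.40, adjusted p = 0.000497 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 2.67 and 3.12 with each mouse left out in turn. The lowest nlsYAP5SA mouse, at 1.21 CPM, lay above the highest control, at 0.695 CPM. Among the listed genes it ranked 3 by log2 fold change, and 11 under DESeq2 with a prior on fold changes, where its log2 fold change was 1.09.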

Interestingly, cytokeratin 18, a marker expressed in the ependymal layer and in our LATS1/2 cKO tumours was among the top 10 increased genes in nlsYAP5SA mice (Fig. 6e). These data support that nlsYAP5SA expression in NPCs lead to a gene expression profile that resembles human ependymomas with YAP1-MAMLD1 fusion. We attempted to perform a principle component analysis between multiple types of paediatric brain tumour gene expression^58^ and our nlsYAP5SA mice-sequencing results. We did not observe a strong clustering of the individual patient tumour types (Supplementary Fig. 6e), thus were not able to compare nlsYAP5SA tumours either, leading this analysis to be inconclusive. Substantial technical caveats were associated with comparing microarray data set with our next-generation sequencing data set (see methods).

To investigate whether the changes we observed in mRNA expression are translated to protein level changes, we took a mass spectrometry approach. The left hemispheres of the nlsYAP5SA and control animals (*n* = 5, each) that were used in the transcriptomic screen were labelled with a TMT (Tandem Mass Tag) 10-plex reagent to enable relative proteome quantification. We identified a total of 6643 proteins, 21.3% of the identified mRNAs were represented at the protein level and we find an overlap of 85 genes and proteins that were significantly increased in both data sets in nlsYAP5SA compared with control when matched by gene name (Fig. 6f). The principal component analysis of the proteomics data shows two distinct clusters clearly separating the different genotypes (Supplementary Fig. 6f). We observed a correlation between the transcript (Stat value) and protein (Welch difference) levels with a Pearson’s correlation coefficient of 0.5 (Fig. 6g, Supplementary Data 3). Next, we calculated categorical enrichment in two dimensions as described previously^59^. Gene ontology (Biological Processes, Molecular Function and Cellular Compartment) and KEGG were annotated both on the transcript and the protein level. These data revealed a good correlation between the transcriptome and proteome data on the categorical level (Supplementary Fig. 6g, Pearson’s *r* = 0.844 correlating 2D enrichment scores). GFAP, vimentin and ANXA1 were specific examples of genes that were increased at mRNA as well as protein levels in nlsYAP5SA brains (Fig. 6g) and these were previously associated with ependymoma^60^.

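Of these, Gfap, on chromosome 11 of GRCm38 from 102887336 to 102900912, had the smallest p value of all 16315 genes tested. It rose from 181 ± 8.51 CPM in control mice to 754 ± 73.5 CPM in nlsYAP5SA mice (SD, n = 5 each), a log2 fold change of 2.06 (standard error 0.07, adjusted p = 1.3e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Vim, on chromosome 2 from 13573927 to 13582826, rose from 52.0 ± 4.45 to 132 ± 16.8 CPM, a log2 fold change of 1.34 (standard error 0.09, adjusted p = 2.8e-06 from the same test). Its lowest nlsYAP5SA mouse, at 103 CPM, stood apart from the other 4, at 133 to 143 CPM. Anxa1, on chromosome 19 from 20373428 to 20390944, was expressed at a lower level, 2.23 ± 0.382 CPM in controls and 11.7 ± 2.63 CPM in nlsYAP5SA mice, a log2 fold change of 2.38 (standard error 0.17, adjusted p = 3.0e-06). All 3 were higher in every nlsYAP5SA mouse than in every control, and also against the 3 C57BL/6 mice, with log2 fold changes of 2.02, 1.37 and 1.99. The protein values are not analysed here.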

To investigate if increased proteins can be associated with a particular cell type we analysed our proteomics data separately by overlaying it with an existing data set of full proteomics performed on isolated CNS cells^61^. We show that in tumour bearing mice there is an increase in microglia and astrocyte associated proteins (Fig. 6h, i, Supplementary Fig. 6h, i; Supplementary Data 4), indicating a microglial response to the tumour. In addition, complement cascade proteins such as C1qa, C1qb, C1qc and C4b are highly upregulated in agreement with the GSEA pointing towards immune response components (Fig. 6b, Supplementary Fig. 6c). Interestingly, the known YAP1 target CTGF was upregulated in mRNA level but was unchanged at protein level (Fig. 6g), which was further confirmed with western blot (Fig. 7a), suggesting additional posttranscriptional control. 

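In single mice, Ctgf mRNA was between 38.4 and 55.8 CPM in nlsYAP5SA animals and between 16.4 and 19.4 CPM in controls. The 3 C57BL/6 mice, at 21.4 to 24.8 CPM, lay between the groups: Ctgf was higher in nlsYAP5SA than in C57BL/6 mice by a log2 fold change of 1.02 (standard error 0.12, adjusted p = 0.00123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and C57BL/6 mice did not differ from controls past the threshold (0.40, standard error 0.08, adjusted p = 0.249). With the Y-linked covariate the log2 fold change against controls was 1.24, the lowest among 14 alternatives.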

Overall, we observed good correlation of our proteomics and transcriptomics analysis, which together strongly support that nlsYAP5S brain tumours resemble YAP1-fusion-positive ependymoma and activate known YAP target genes.

**Fig. 7:**
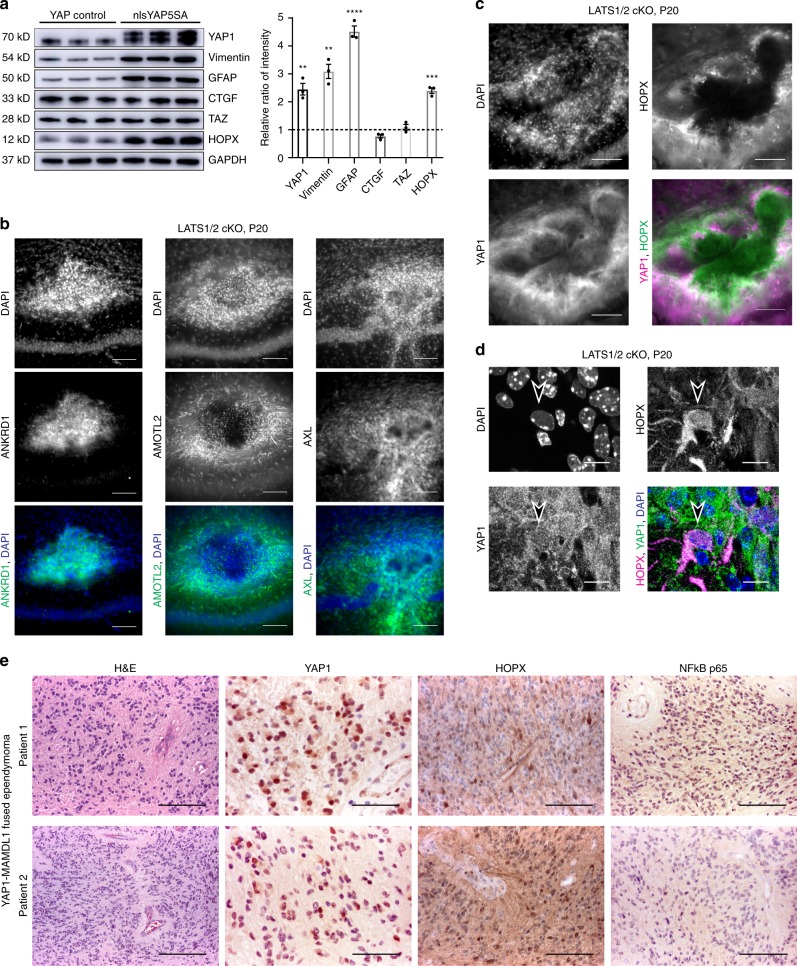
Validation of markers identified in our proteomics and transcriptomics screen in mouse and human models of ependymoma. **a** Western blots and quantification of proteins levels comparing control and nlsYAP5SA animals (control = NEX^+/+^ YAP1^nlsYAP5SA/+^; nlsYAP5SA = NEX^Cre/+^ YAP1^nlsYAP5SA/+^) (*n* = 3 mice, each). Significant increase in YAP1 (*p* = 0.0042), Vimentin (*p* = 0.0017), GFAP (*p* < 0.0001) and HOPX (*p* = 0.0002) are observed in nlsYAP5SA (two-tailed unpaired *t* tests). No significant difference in protein level was observed for TAZ nor CTGF. Error bars = SEM. **b** Immunofluorescence stainings for selected YAP1 downstream genes in LATS1/2 cKO tumours at P20. Strong staining of ANKRD1, AMOTL2 and AXL are observed in the tumour. ANKRD1 was uniformly expressed in throughout all tumour cells, AMOTL2 and AXL exhibited higher levels in tumour near its border. Scale bar = 100 μm. **c** Immunofluorescence of HOPX and YAP1 in a LATS1/2 cKO tumour at P20, showing higher staining at tumour edge, HOPX co-localises with YAP1 in this area (white shows colocalisation, Scale bar = 100 μm). **d** A subset of HOPX expressing cells have clear, nuclear YAP1 staining, example cell shown from a different LATS1/2 cKO tumour (Scale bar = 10 μm). **e** Two YAP1-MAMLD1-fused ependymoma characterised by uniform cells forming pseudo-rosettes in a fibrillary background (H&E, scale bar = 100 μm (Patient 1), 200 μm (Patient 2)); tumour cells show YAP1 nuclear expression (immunoperoxidase, scale bar = 50 μm); there is cytoplasmic and nuclear expression of HOPX (immunoperoxidase, scale bar = 100 μm), whereas p65 is negative in tumour cells (immunoperoxidase, scale bar = 100 μm).

### YAP1 effectors are highly expressed in LATS1/2 cKO tumours

First, we confirmed that Vimentin, GFAP and HOPX were highly increased in nlsYAP5SA brains, where FLAG-tagged YAP1 overexpression can be observed (Fig. 7a). Next, we wanted to know if genes and proteins upregulated in nlsYAP5SA mice were also upregulated in LATS1/2 knockout mouse tumours. Using immunofluorescence, we found that YAP1 downstream effectors identified in mRNA analysis, ANKRD1, AMOTL2 and AXL were increased in LATS1/2 cKO tumours (Fig. 7b). ANKRD1 was abundant in the tumour centre, while AMOTL2 and AXL were higher at periphery, where C3-positive microglia were also observed (Supplementary Fig. 7a). These results suggest that canonical YAP1 signalling effectors are relevant to tumorigenesis of ependymoma-like tumours in both of our mouse models.

In addition to YAP1, Homeodomain-only protein (HOPX) was the only transcription cofactor that was significantly increased in mRNA sequencing and proteomics analysis (Fig. 6g–i). 

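Hopx, on chromosome 5 of GRCm38 from 77086988 to 77115121, was 19.0 ± 1.18 CPM in control and 24.5 ± 2.88 CPM in nlsYAP5SA mice (SD, n = 5 each), a log2 fold change of 0.36 (standard error 0.08, adjusted p = 0.0161 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every nlsYAP5SA mouse was above every control, and the gene stayed called in the 10 fits that each left out 1 mouse. Against the 3 C57BL/6 mice, at 17.7 to 25.2 CPM, the log2 fold change was 0.21 and not past the threshold (standard error 0.13, adjusted p = 0.409).

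Yap1, on chromosome 9 from 7931999 to 8004596, was 20.7 ± 0.964 CPM in control and 24.2 ± 1.52 CPM in nlsYAP5SA mice, a log2 fold change of 0.23 (standard error 0.06, adjusted p = 0.0361 from the same test). It was called in 2 of the 10 fits that left out a mouse and under 7 of 14 alternatives, with an adjusted p of up to 0.367. The counts do not separate the transgene's transcript from that of the endogenous gene. Its paralog Wwtr1, which encodes TAZ, did not differ detectably, at 38.4 ± 3.49 CPM in controls and 38.7 ± 5.06 CPM in nlsYAP5SA mice (log2 fold change 0.01, standard error 0.09); its lowest control, at 32.2 CPM, lay apart from the other 4, at 39.4 to 40.9 CPM, and the sign turned with the Y-linked covariate and with both offsets for GC content and length.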

HOPX is a transcriptional regulator expressed in many tissues including neuronal stem cells with astrocytic fate^62,63^. HOPX was present in nucleus as well as cytoplasm, especially at high levels in wild-type mouse cerebellum and dentate gyrus (Supplementary Fig. 7b). HOPX protein was increased in nlsYAP5SA mice (Supplementary Fig. 7c) and in LATS1/2 cKO tumours (Fig. 7c). HOPX co-localised with cells expressing nuclear YAP1 in LATS1/2 cKO tumours (Fig. 7d). These results indicate that HOPX expression is robustly induced in tumour cells with YAP/TAZ activity.

### HOPX is expressed in human YAP1-fusion ependymoma

We next used our proteomics data to predict potential YAP1-fusion ependymoma-specific markers, reasoning that increased protein levels may lead to easier detection with immunostainings. We focused on ANKRD1 and HOPX because upregulated astrocytic and microglial proteins were unlikely to be subtype specific. We used sections of human ependymomas with confirmed YAP1-MAMLD1 and C11orf95-Rela fusions (*n* = 3 patients each). Nuclear YAP1 expression was present in YAP1-MAMLD1 (Fig. 7e), as previously observed^64^, nuclear p65 expression was only observed in C11orf95-RELA-fused ependymoma in keeping with current literature^64,65^ (Supplementary Fig. 7d). Ankrd1 antibody did not yield specific staining IHC. Interestingly, we found that HOPX was expressed in the three YAP1-MAMLD1-induced human ependymoma, while largely absent in three C11orf95-RELA-induced ependymoma (Fig. 7e, Supplementary Fig. 7d). HOPX has been reported to be absent or suppressed in malignancies^63,66^ and has been identified as a significant enhancer in YAP1-fused ependymomas^67^. It is possible to speculate that HOPX expression may impact on the more favourable outcomes of YAP1-fusion ependymoma^32^. These first results will be followed up by larger cohorts in future studies.

## Discussion

Our study demonstrates that control of YAP1/TAZ activity in neuronal precursor cells at VZ by LATS1/2 kinases is critical for limiting their proliferation. Upon nlsYAP5SA expression, hippocampal neuron differentiation is severely affected. These results are in line with the findings that NF2, a positive regulator of hippo signalling, also alters hippocampal formation by limiting progenitor numbers and enabling hippocampal neuron differentiation; effects mediated by YAP1^68,69^. Our LATS1/2 cKO mouse model data indicate that LATS kinases play a role in suppressing YAP1 activity in progenitors, thus establishing a requirement for the canonical LATS-YAP1 signalling pathway in limiting progenitor proliferation.

Mouse models of ependymoma are important for understanding the pathogenesis of this tumour and its subtypes and developing therapeutic interventions. Alongside patient-derived xenografts^70,71^, mouse models of ependymoma that mimic genetic causes in cells of origin are invaluable for studying tumour development^57,72,73^. For example, isolated cerebral embryonic neural stem cells from Ink4a/Arf-deleted mice, a genetic aberration previously observed in human ependymoma^33^ were transformed by an Ephb2-expressing virus^72^. This mouse model, mEP^Ephb2re^, was used in high-throughput screens, which identified 5-fluoroucil as an effective treatment^74^, a hypothesis that is being tested clinically^75^. More recently, a mouse model, RELA^*FUS1*^ was generated by transducing nestin expressing mouse stem cells with a c11ORF95-RELA fusion protein^73^. In both mouse models, upon engrafting, tumours with profound similarities to ependymoma were formed^72,73^. Similar to other ependymoma mouse models^57,72^, in LATS1/2 cKOs we did not observe rosettes or well-formed pseudo-rosettes, which are commonly observed in human ependymomas and are also present in the mEP^Ephb2^ model^71^. We speculate that formation of these structures may depend on tumour size and species.

The tumours generated by increased YAP/TAZ activity in our nlsYAP5SA and LATS1/2 cKO mouse models are located in the periventricular region, similarly to ependymoma with YAP1-MAMLD1 fusion in humans, which consistently show a periventricular location, with or without an intraventricular component^32^, in contrast with RELA-fused ependymoma, which tend to occur more often in cortical-centred location^64^. A recent publication showed that YAP1-MAMLD1 fusion in nestin-positive neural stem cells induce ependymoma-like tumours in mice^57^. In this model, MAMLD1 was necessary for the nuclear localisation of YAP1 and confers specific properties to YAP1-dependent gene regulation^57^. Our nlsYAP5SA and LATS1/2 cKO mouse models indicate the notion that YAP/TAZ activity alone is sufficient for ependymoma-like tumour formation. This result supports that the main function of fusion proteins such as MAMLD1 may be nuclear localisation and/or activation of YAP/TAZ. Importantly, by using transcriptomics analysis, we found that nlsYAP5SA brains have similar gene expression patterns to YAP1-MAMLD1 fused ependymoma and YAP1-MAMLD1 fusion induced mouse model^57^. We were not able to demonstrate a clustering of our nlsYAP5SA gene expression data with ependymoma, when using a data set with multiple paediatric brain tumour microarray analysis^58^. To establish the relationship of nlsYAP5SA mouse model to paediatric tumours in general and strengthen it as a preclinical model, it would be necessary to compare our mRNA sequencing data set with next-generation sequencing data sets of paediatric brain tumours, including YAP1-fusion ependymoma. Using genetic rescues by deleting YAP1 and TAZ from the same cells with LATS1/2 deletion, we demonstrated that either of these paralogs can lead to tumour formation. Our results show that increased YAP/TAZ activity is sufficient to ependymoma-like tumours in mice.

It was advantageous in this study to combine transcriptomics with proteomics, as some mRNA changes may not be reflected in protein levels. Our proteomics screen was able to detect ~21% of genes detected in our RNA sequencing screen, with the highest proteomic hits indicating high protein abundance and therefore potential use as histological markers for diagnosis and therein prognosis. With this reasoning we tested HOPX in IHC and showed high level of expression in tumours with YAP1-MAMLD1 fusion. Future studies in large cohorts of ependymoma subtypes would be needed to assess subtype-specificity of this marker. Nevertheless, these data support the use of nlsYAP5SA and LATS1/2 cKO mice as ependymoma models.

Our proteomics screen showed a striking increase in microglia-associated proteins, such as the ANXA1 and complement factors. Genomics signatures from whole tissues would inevitably contain signatures of all cellular types. High-throughput tissue staining would be needed to clarify cellular subtypes in tumours. In our LATS1/2 cKO mouse model, although some of the tumour markers were highly present in the centre of the tumour mass, e.g., ANKRD1, Vimentin, CK18, nestin and Ki67, some were localised towards the edges of the tumour, e.g., HOPX, AMOTL2, AXL and microglial marker C3. For the latter category, further studies would be needed to distinguish between a cell autonomous effects of YAP1 expression in Cre recombined cells from an effect of YAP1-induced tumours on the surrounding wild-type cells.

Our results show that nlsYAP5SA and LATS1/2 cKO mouse models are similar to ependymoma in general, in terms of histology, immunoprofile and ultrastructural features. Specifically, nlsYAP5SA mouse tumours highly resemble YAP1-fusion ependymoma in gene expression. Our study suggests that nlsYAP5SA and LATS1/2 cKO mice are valuable models of YAP1-fusion ependymoma for biological and preclinical research. Small tumour sizes, early lethality and lack of pseudo-rosettes may have limitations. Complementary models, such as xenografts, could be used in conjunction with genetically defined mouse ependymoma models, to reach a more comprehensive understanding of ependymoma.

## Methods

### Human tissue and staining

Tissue of six patients were used in this study. Written consent was given by the patient (one adult RELA tumour) or by legal representatives (five children, three YAP and two RELA ependymoma). All tumours at diagnosis without any previous treatments such as chemotherapy nor radiotherapy.

For IHC tissue analysis of YAP1, HOPX and RELA expression, the patient tissues were deparaffinised and subject to Heat-Mediated Antigen Retrieval (pH6 Citric Buffer, microwave 23 min). The slides were incubated with YAP1 (1:400, Cell Signalling #14074), HOPX (1:250, Proteintech #11419-1-AP), NF-kB p65 (1:800, Cell Signalling #8242) in signal stain diluent overnight at 4 °C and 45 min in secondary antibody. Diaminobenzidine was utilised as the chromogen and the sections were counterstained with haematoxylin. Images were acquired with a Leica DM2500 LED.

### Animals

Maintenance and handling of animals were performed under regulations of the Animal (Scientific procedures) Act 1986 of the United Kingdom and approved by institutional ethical reviews. Mice were group housed and maintained on a 12 hr light/dark cycle, with food and water provided ad libitum. None of the experimental mice were immune compromised. Both male and female mice were used and randomly allocated to experimental groups according to genotypes. LATS1/2 cKO and nlsYAP5SA mice were closely monitored and weighed regularly. The majority of LATS1/2 cKO mice were collected at <3 weeks of age. In accordance to our project license, a subset of LATS1/2 cKO animals were aged up to 2 months of age, provided they did not exceed 10% weight loss criteria (~50% were collected before reaching 1 month of age to prevent reaching this end point) and nlsYAP5SA mice were aged only up to 2 weeks owing to higher severity.

Nex-Cre (Neurod6^tm1(cre)Kan^, MGI:2668659) was a generous gift from Dr. Klaus Nave. *Lats1*^*f/f*^ *Lats2*^*f/f*^ Lats1(tm1.1Jfm) MGI:5568586 and Lats2(tm1.1Jfm) MGI:5568589 mouse was kindly provided by Dr. R. Johnston (University of Texas MD Anderson Cancer Center, USA). Ai14 (Gt(ROSA)26Sor^tm14(CAG-tdtomato)Hze^) was purchased from Jackson Laboratories (Stock Number:007908). YAP1^f/f^ (Yap1^tm1c(KOMP)Mbp^, MGI:5603606), TAZ^f/f^ (Wwtr1^tm1c(EUCOMM)Wtsi^, MGI:5603602) mice were from Barry Thompson’s laboratory and nlsYAP5SA mice were described previously^45^.

### Tissue preparation, immunofluorescence and imaging

For brain tissue section staining, P0 mice were decapitated and the brain fixed in 4% ice-cold paraformaldehyde (PFA) in PBS for 2 days at 4 °C. Older animals were transcardial perfused with 4% ice-cold PFA under terminal anaesthesia. Brains were dissected out and post-fixed in 4% PFA overnight at 4 °C. For immunofluorescence, coronal or sagittal sections were prepared with a vibratome at 50 µm. The sections were blocked with 10% serum and 0.2% Triton-X in PBS and incubated with primary antibody in blocking solution overnight at 4 °C. Used antibodies include AMOTL2 (1:100, GeneTex # CTX120712), ANKRD1 (1:100, Proteintech #11427-1-AP), AXL (1:100, R&D Systems #AF854), C3 (1:100, Abcam #ab11862), Cre (1:500, Covance #PRB-106P), Ctip2 (1:500, Abcam #ab18465), GFAP (mouse 1:500, Sigma #G6171 and chicken 1:1000, Abcam #ab134436), HOPX (1:100, Proteintech #11419-1-AP), Ki67 (1:100/1:300, BD #550609), MUC1 (1:500, Abcam #ab45167), Nestin (1:100, Millipore #MAB353), NeuN (1:100, Millipore #MAB377) and YAP1 (rabbit 1:100, CST #14074 and mouse 1:100, Santa Cruz Biotechnology #sc-101199). Sections were incubated with the appropriate Alexa fluor 488-, 546- or 647-conjugated secondary antibodies (1:500; ThermoFisher) for 2 hr at room temperature. Nuclei were stained using DAPI. Sections were mounted on slides with Fluoromount. Images were acquired with Olympus IX83 or a Leica MPSP5 Upright Confocal as indicated in the figure legends.

### Histology and IHC

Brains subject to histological analysis were dehydrated and embedded in paraffin after completion of 4% PFA fixation. The tissues were sectioned (4 µm) and sections were prepared for H&E or IHC. Unless stated otherwise the heat induced antigen retrieval (citrate buffer pH = 6, 23 min microwave) has been applied and primaries were incubated for 1 hr at RT. The following antibodies were used for IHC; CK18 (1:3000, ThermoFisher #PA5-14263; Tris-EDTA pH9), GFAP (1:750, DAKO #z0334), HOPX (1:250, Proteintech #11419-1-AP), Ki67 (1:350, Abcam #ab16667), MUC1 (1:500, Abcam #ab15481), Nestin (1:600, BD Biosciences #611659), Rela/NF-kB p65 (1:800, Cell Signalling #8242), (NeuN (1:600, Chemicon #MAB377), Vimentin (1:600, Abcam #ab92547), YAP1 (1:400, CST #14074; in signal stain (from CST) overnight at 4 °C). Slices were imaged using the Olympus VS120 Slide Scanner and/or the Leica DM2500 LED.

### Electron microscopy

For serial blockface scanning electron microscopy (SBF SEM) and TEM, mouse brains were perfused fixed in 2% PFA, 2.5% GA in 0.1 M PB pH 7.4 and post-fixed for at least 4–5 hours in 2% PFA in 0.1 M PB pH 7.4 at 4 °C. The brains were then sectioned using a Leica VT1000 S vibrating blade microtome (Leica). In all, 50 and 100 µm sections were collected and stored in 0.1 M PB. The 50 µm sections were then stained with DAPI and imaged as previously to identify the locations of the tumours. The consecutive 100 µm sections were then transferred to polypropylene 24-well plates (Caplugs Evergreen, Buffalo, USA) and processed using a Pelco BioWave Pro+ microwave (Ted Pella Inc, Redding, USA) and following a protocol adapted from the National Centre for Microscopy and Imaging Research protocol (Latest version available: https://ncmir.ucsd.edu/sbem-protocol). Each step was performed in the Biowave, except for the PB and water wash steps, which consisted of two washes on the bench followed by two washes in the Biowave without vacuum at 250 W for 40 s. All the chemical incubations were performed in the Biowave for 14 min under vacuum in 2 min steps alternating with/without 100 W power. The SteadyTemp plate was set to 21 °C unless otherwise stated. In brief, the samples were fixed again in 2.5% glutaraldehyde (TAAB)/4% formaldehyde in 0.1 M PB. The cells were then stained with 2% osmium tetroxide (TAAB)/1.5% potassium ferricyanide (Sigma), incubated in 1% thiocarbohydrazide (Sigma) with SteadyTemp plate set to 40 °C, and further stained with 2% osmium tetroxide in ddH_2_O. The cells were then incubated in 1% aqueous uranyl acetate (Agar Scientific, Stansted, UK) with SteadyTemp plate set to 40 °C, and then washed in dH2O with SteadyTemp set to 40 °C. Samples were then stained with Walton’s lead aspartate with SteadyTemp set to 50 °C, and dehydrated in a graded ethanol series (20%, 50%, 70%, 90% and 100%, twice each), followed by three dry acetone washes at 250 W for 40 s without vacuum. Exchange into Durcupan ACM resin (Sigma) was performed in 25%, 50% and 75% resin in acetone, followed by 4 pure Durcupan steps, at 250 W for 3 min, with vacuum cycling (on/off at 30 sec intervals), before embedding at 60 °C for 48 h. Blocks were then mounted for micro-computed tomography (micro-CT)) on a cylindrical specimen holder with Devcon S-210 epoxy glue. The mounting was done with the longitudinal axis of the brain section oriented vertically. Tomographic imaging was conducted in an Xradia Versa 510 (Carl Zeiss Ltd, Cambridge, UK). A low resolution scan was captured at xkV/xW, with *x* projections and a pixel size of *x*. The region of interest was identified using 3DXMViewer software (Zeiss) and co-ordinates located for positioning in the Xradia Versa 510. A high-resolution scan was captured at xkV/xW, with *x* projections and a pixel size of *x*. The data were exported as tiff, to be visualised in 3D in ClearVolume, a plug-in of the FIJI framework^76^. The samples were then trimmed to a small trapezoid, excised from the resin block, and attached to a SBF SEM specimen holder using conductive epoxy resin (Circuitworks CW2400). Prior to commencement of a SBF SEM imaging run, the samples were coated with a 2 nm layer of platinum to further enhance conductivity.

SBF SEM data were collected using a 3View2XP (Gatan Inc., Pleasanton, CA) attached to a Sigma VP SEM (Carl Zeiss Ltd). Inverted backscattered electron images were acquired through the entire extent of the region of interest. For each 50 nm slice, a low resolution overview image (horizontal frame width 800 µm for 02/384 µm for 03; pixel size of 78 nm for 02/48 nm for 03; using a 2 µs dwell time) and several high-resolution images of the different regions of interest (horizontal frame width 170 µm for 02/183 µm for 03; pixel size of 8.3 nm for 02/11.4 nm for 03, using a 2 µs dwell time) were acquired. The SEM was operated in variable pressure mode at 5 Pa. The 30 µm aperture was used, at an accelerating voltage of 2.5 kV for 03, 2 kV for 02. In total, 130 (for 02) and 400 (for 03) slices were necessary to get enough 3D information for an entire tumour. As data were collected in variable pressure mode, only minor adjustments in image alignment were needed. All the images were converted as tiff in Digital Micrograph (Gatan Inc.), and the tiff stacks were automatically aligned using TrakEM2, a plug-in of the FIJI framework^77^.

After SBF SEM, the samples were serial sectioned using a UC7 ultramicrotome (Leica Microsystems, Vienna, Austria) and 70 nm sections were picked up on Formvar-coated 2 mm slot copper grids (Gilder Grids Ltd., Grantham, UK). The first sections were viewed using a 120 kV Tecnai G2 Spirit transmission electron microscope (FEI Company, Eindhoven, Netherlands) and images were captured using an Orius CCD camera (Gatan Inc.).

### Tissue collection from mice

For RNA sequencing and mass spectrometry control and nlsYAP5SA littermates from two matings were collected at the age of P11 (five animals per genotype). In additio, three age-matched C57BL/6 animals where collected. The pups were killed by cervical dislocation, decapitated and the brain dissected out of the skull. Olfactory bulbs and cerebellum were split off and the hemispheres were separated. Although the right hemisphere was put into RNAlater (Qiagen, #76104), the left hemisphere was snap frozen in liquid nitrogen.

For western blotting, control and nlsYAP5SA were collected at the age of P11 (three animals per genotype). The pups were killed by cervical dislocation, decapitated and the brain dissected out of the skull. As before the olfactory bulbs and cerebellum were split off and the hemispheres were separated, flash freezing the right hemisphere in liquid nitrogen.

### RNA extraction and sequencing

RNA of tissue stabilised in RNAlater was extracted using the RNeasy Mini Kit (Qiagen #74104) according to manufacturerʼs protocol. The samples were quantified via GloMax (Promega) and RNA quality evaluated using an RNA ScreenTape on the Agilent TapeStation. All RNA samples had RIN scores above 7. The libraries were prepared with the KAPA mRNA HyperPrep kit (Roche), normalising samples to 500 ng RNA input and prepared these into Illumina compatible libraries according to the kit manufacturer’s instructions. The libraries were normalised and pooled for sequencing. Sequencing was carried out on the Illumina HiSeq 4000, where the pool was mirrored across 2.5 lanes—yielding an average of 27 million reads per sample (±million reads). Sample QC, library preparation and sequencing were carried out with the advanced sequencing facility at the Francis Crick Institute.

### RNA sequencing data analysis

Raw fastq files were adapter trimmed using CutAdapt 1.5^78^ and these trimmed reads were mapped to GRCm38 release 86 with associated ensemble transcript definitions using STAR 2.5.2a^78^ wrapped by the R package RSEM 1.3.0^79^, which was used to calculate estimated read counts per gene. Where necessary, bam files were merged using samtools 1.8.^80^. Estimated counts were normalised and differentially expressed genes were called between genotype group using the R package DESeq2 1.12.3.^81^. Genes with an adjusted *p* value ≤ 0.05 were said to be differentially expressed. Heatmaps were generated using the R package pheatmap 1.0.8 https://CRAN.R-project.org/package=pheatmapall analyses were performed using R 3.3.1 (R Core Team “R: A Language and Environment for Statistical Computing” https://www.R-project.org/). GSEA of complete pre ranked gene list was done using GSEA 4.0.1^82^ set to classic enrichment statistics utilising the c2.cp.kegg.v7.0.symbols.gmt gene matrix containing 186 gene sets. Number of permutations set to 1000, classic enrichment statistic with 15 and 500 set as minimum and maximum, respectively, for set inclusion.

Significantly differentially expressed gene list was uploaded to DAVID 6.8^83,84^ with 44.8% (887) found annotated in KEGG Pathway.

To investigate the resemblance of nlsYAP5SA mouse model to human ependymoma subtypes, we utilised previously reported microarray data on differentially expressed genes between human ST-EPN-YAP1 and ST-EPN-RELA subtypes, which were also present and differentially expressed in YAP1-MAMLD1 induced and C11orf95-RELA induced mouse models of ependymoma^31,57^. The summarised synthesis of these subtype-associated, differentially expressed genes listed in Supplementary Data 6 from ref. ^57^ was compared with our complete gene list as well as our significantly differentially expressed gene list. Log2 fold change of our data set was plotted and the identified of specification was taken from the other data set using R 3.5.1.

For comparison of the nlsYAP5SA gene expression profile with a previously published human peadiatric brain tumours data set containing; ependymoma, glioblastoma, medulloblastoma and pilocytic astrocytoma^58^. Adjustments made prior to the comparative analysis: the human Affymetrix microarray report 21,050 probes of which 10,347 (49.2%) have a corresponding Ensemble identifier using the latest version of the Bioconductor annotation (hgu113aENSEMBL2PROBE). Of these, 5771 (27.4%) are assigned a gene symbol with an annotated mouse homologue with a well-defined Ensemble identifier. Almost all of these 5750 are included in the annotation that we use for the RNA-sequencing analysis. In all, 68 of these had duplicates leaving a total of 5682 RNA-sequencing probes from the original 21,050 gene probes of the Affymetrix microarray. In total, 5682 gene expression data (27% of initial Affymetrix probes) were compared with our sequencing results from Illumina. Normalisation was performed gene-wise: each data set was individually normalised by median centering and scaling by the standard deviation for each gene. These scaled data sets were then merged and the same median centering and standard deviation scaling applied, per gene, to this merged data set. The heat map was generated with the R package pheatmap in R 3.3.1 (details see above). Substantial reduction of the data set and normalisation protocols described above constitute considerable caveats for this experiment.

### Mass spectrometry and data processing

Liquid chromatography‐tandem mass spectrometry (LC‐MS/MS) was used to analyse differences in protein expression in P11 nlsYAP5SA compared with control animals (*n* = 5 each). The left hemisphere of each animal was taken and lysed in lysis buffer containing 8 M Urea, 50 mM HEPES pH8.2, 10 mM Glycerol 2-phosphate, 50 mM sodium fluoride, 5 mM sodium pyrophosphate, 1 mM EDTA, 1 mM sodium vanadate, 1 mM dithiothreitol (DTT), 1× Protease Inhibitor Cocktail (Roche), 1× Phosphateae inhibitor Cocktail, 1 µM okadaic acid and incubated for 30 minutes on ice. Protein concentration was determined with BCA protein assay according to manufacture instructions. 100 µg per samples was reduced with DTT, alkylated with IAA, quenched with DTT and digested with rLysC (Lysyl Endopeptidase, Mass Spectrometry Grade (Lys-C), 21-05063, Lot#CAR2347) and Trypsin (Pierce Trypsin Protease, MS Grade, 90058, Lot#TK276718). After acidification with trifluoroacetic acid (TFA) the samples were desalted on C18 MacroSpin columns (Nest Group) followed by freeze drying them in liquid nitrogen prior to drying them on the speed vac. Subsequently the samples were labelled with a TMT 10-plex hit (ThermoFisher, 90110, Lot#TJ268160) according to manufacturer protocol. TMT labelling efficiency was confirmed (>99%) and mixing check was performed prior to quenching the labelling reaction. The samples were combined, partially dried and then cleaned on a C18 SepPak and aliquoted. Subsequently one-tenth of the sample was resolubilised and fractionated into eight fractions utilising the Pierce High pH Reversed-Phase Peptide Fractionation Kit (ThermoFisher #84868). All samples were dried and resolubilised in 0.1% TFA prior to LC-MS/MS analysis. Peptides were separated on a 50 cm, 75 µm I.D. Pepmap column over a 180 min gradient and eluted directly into the mass spectrometer (Orbitrap Fusion Lumos ETD) with HCD MS2 fragmentation and in a second injection (7 µl each) analysed in MS3. Xcalibur software was used to control the data acquisition. The instrument was run in data-dependent acquisition mode with the most abundant peptides selected for MS/MS by HCD fragmentation. MaxQuant v1.6.6 was used to process the raw data acquired with a reporter ion quantification method. Adjusted reporter ion isotopic distributions according to the TMT Lot number. Protein database searching was done by Andromeda search engine using the Uniprot KB database of mus musculus sequences (dated 08 Jan 2016). The protein group table was uploaded into Perseus 1.4.0.2 for subsequent statistical analysis and data visualisation. A two-sided Welch *t* test with threshold set to FDR = 0.05 and s0 = 0.1 was used to display significance.

To investigate association of proteins to particular cell types the data were merged with existing data sets from^61^. From this publication, Supplementary Data 15 were used to identify protein association to isolated cell types and Supplementary Data 8 were used to include data from cultured cell types. The data sets were partially merged (by matching gene name, integrating the log2 fold expression columns per cell type of the other data set into ours) and association to particular isolated CNS cell type was defined by expression value being a minimum of three in one of the four isolated cell types (astrocytes, microglia, neurons and oligodendrocytes) and with a value of at least double in one compared with any of the other cell types.

### Merging transcriptome and proteome data

The total RNA and protein lists were merged by gene name and plotted using the stat and Welch difference values respectively. Annotation was done in Perseus 1.4.0.2 using annotation sets KEGG, Gene Ontology Cellular Compartment, Molecular Function and Biological Process. 2D annotation of the proteome and transcriptome was done using Benjamini-Hochberg FDR as truncation and a threshold value of 0.02.

### Western blots

Flash frozen Mouse brains were homogenised by sonication in sample buffer containing 0.2 M DTT. Lysates were centrifuged at 13,000 *g* for 15 minutes and supernatants denatured at 95 C for 10 minutes. Equal amount of protein from the brain lysates were ran on a NuPAGE 4–12% Bis-Tris polyacrylamide gels (Invitrogen) and then transferred to a polyvinylidene difluoride membrane (Millipore). After blocking in 5% non-fat milk in TBST for 60 minutes, the membrane was incubated with the primary antibodies overnight at 4 °C. The following antibodies were used; CTGF (1:1000, Abcam, #ab6992); CYR61 (1:1000, Abcam, #ab24448); GAPDH (1:5000, Abcam, #ab8245); GFAP (1:1000, Sigma-Aldrich, #G6171); HOPX (1:1000, ProteinTech, #11419-1-AP); TAZ (1:1000, Abcam, #ab84927); Vimentin (1:5000, Abcam, #ab92547) and YAP1 (1:2000, Cell Signalling, #14074). Subsequently, membrane were incubated with the horseradish peroxidase-conjugated (HRP) secondary antibody for 60 minutes—HRP-conjugated mouse (1:10,000; Jackson #715-035-151) and HRP-conjugated rabbit (1: 10,000; Jackson #711-035-152). Finally, the membrane was developed with ECL system (Pierce) and visualised by a chemiluminescence detection system (Amersham WB System). Western blot analysis was performed using ImageJ software (version 1.52r).

### Tumour measurements

Three animals of LATS1/2 cKO, Mutant^f/+^, Mutant^f/f^ and rescue were subject to detailed tumour size analysis. The brains were sectioned coronal using the vibratome with 50 µm depth. Every second section was stained with a tumour marker (Vimentin, YAP1 or GFAP) to aid tumour identification and DAPI. All sections were evaluated and imaged using the Olympus IX83. The area of each identified tumours was measured in all sections using FIJI and volume was calculated by section thickness and taking gap sections into account. Kruskal–Wallis test was performed to evaluate if the tumour size is significantly different from any group to another (*p* = 0.0009). Post hoc the Dunn’s multiple comparisons test was performed to identify which groups are significant from each other.

In addition, the effect of change of genotype on estimates volume was determined by encoding genotype as an ordered factor (Mutant^f/f^ < Mutant^f/+^ < LATS1/2 cKO) and fitting a linear mixed effects model with animal as the random effect using the function glmmPQL from the MASS package with the call “glmmPQL(vol ~ geno, random = ~1|animal, “gaussian”)” diagnostic plots from lm(vol ~ geno/animal) indicate that normality of residuals and heteroscedasticity were reasonable assumptions but the mixed effects function was used for hypothesis testing to account for “proper” nesting of animals within genotypes. The quadratic term for genotype was non-significant (*p* = 0.8764).

### Statistical analysis and reproducibility

Statistical analysis was performed using GraphPad Prism 7 software, R 3.3.1 or R 3.5.1 using statistical tests as indicated in the text. Statistical significance was visualised as: ns = not significant (*p* > 0.05), * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001, **** = *p* < 0.0001.

All immunostaining experiments have been done using three mice and representative images have been chosen for figures. For TEM, which has been conducted on two animals due to the resource limitations; all features (microvilli, tight junctions) observed in LATS1/2 cKO mice have been found throughout the tumours in both mice.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

mRNA sequencing of nlsYAP5SA brains generated in this study have been deposited in National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under GSE147961 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147961]. The quantitative proteomics (TMT) data set of nlsYAP5SA brains is deposited in Pride under PXD018131. The YAP1-MAMDL1 and C11orf95-RELA gene expression data to determine YAP1/RELA specificity referenced in our study is from Pajtler et al. Supplementary Data 6^57^. The paediatric brain tumour gene expression data set used in Supplementary Fig. 6e is from^58^ deposited at NCBI GEO database and are publicly accessible under accession number GSE50161. The data set used for cell type association was taken from Sharma et al. Supplementary Data 8 and 15^61^.

## Source data

Source Data

# Supplementary material for: YAP1/TAZ drives ependymoma-like tumour formation in mice
**Source:** Nat Commun. 2020 May 13;11:2380. doi: 10.1038/s41467-020-16167-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: All 2035 significantly differentially expressed genes found in nlsYAP5SA mice brain when compared to YAP control animals. Ensemble identifier, gene name, stat value and adjusted p-value are included.

File Name: Supplementary Data 2

Description: Merged list of genes of our transcriptome dataset which were found mentioned in the Pajtler *et al* dataset with a YAP1- or RELA- specificity. Ensemble identifier, gene name, log2 fold change, YAP1-/RELA- specificity and if the RNA is part of the significantly differentially expressed gene list (nlsYAP5SA vs YAP control brains) is indicated.

File Name: Supplementary Data 3

Description: Merged dataset of genes identified in both the transcriptome and the proteome screen. Gene name, stat value (transcriptome), welch difference (proteome) and UniProt identifier are included.

File Name: Supplementary Data 4

Description: Our proteome dataset merged by gene name with Sharma *et al* isolated central nervous system cell types protein list. Association to particular isolated CNS cell type was defined by expression value being a minimum of 3 in one of the four isolated cell types (astrocytes, microglia, neurons and oligodendrocytes) and with a value of at least double in one compared to any of the other cell types. Indication if protein is part significantly differentially expressed in nlsYAP5SA when compared to YAP control, Gene name, indication if protein is associated to one of the cell types, protein ID, majority protein ID and protein name are included.

# Supplementary material for: YAP1/TAZ drives ependymoma-like tumour formation in mice
**Source:** Nat Commun. 2020 May 13;11:2380. doi: 10.1038/s41467-020-16167-y
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Leica software was used to acquire images, MaxQuant v1.6.6 and Perseus 1.4.0.2 were used for mass spectrometry.

Data analysis

For RNA sequence analysis CutAdapt 1.5, R package RSEM 1.3.0 and R package pheatmap 1.0.8 were used. Gene enrichment analysis of complete pre ranked gene list was done using GSEA 4.0.1. GraphPad Prism 7 software, R3.3.1 or R 3.5.1 was used for statistical analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

*Provide your data availability statement here.*

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences
- ☐ Behavioural & social sciences
- ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculations were done. We have included at least 3 animals for each age group and genotype.                                                                                   |
| Data exclusions | no data was excluded                                                                                                                                                                          |
| Replication     | All data presented here is reproduced (as shown in the data where n numbers are stated). There was no cases of datasets where our results were not reproduced.                                |
| Randomization   | There was no randomization done, this was not possible                                                                                                                                        |
| Blinding        | Where possible the researcher was blinded to the genotype of the animal during analysis of the brains. Often this was not possible due to the clear phenotypic differences between genotypes. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | YAP1 (1:400, Cell Signalling #14074), HOPX (1:250, Proteintech #11419-1-AP), NF-kB p65 (1:800, Cell Signalling), AMOTL2 (1:100 GeneTex # CTX120712), ANKRD1 (1:100, Proteintech #11427-1-AP), AXL (1:100, R&D Systems #AF854), C3 (1:100, Abcam #ab11862), Cre (1:500, Covance #PRB-106P), Ctip2 (1:500, Abcam #ab18465), GFAP (mouse 1:500, Sigma #G6171 and chicken 1:1000, Abcam #ab134436), HOPX (1:100, Proteintech #11419-1-AP), Ki67 (1:100/1:300, BD #550609), MUC1 (1:500, Abcam #ab45167), Nestin (1:100, Millipore #MAB353), NeuN (1:100, Millipore #MAB377) and YAP1 (rabbit 1:100, CST #14074 and mouse 1:100, Santa Cruz Biotechnology #sc-101199)CK18 (1:3000, ThermoFisher #PA5-14263; Tris-EDTA pH9), GFAP (1:750, DAKO #z0334), HOPX (1:250, Proteintech #11419-1-AP), Ki67 (1:350, Abcam #ab16667), MUC1 (1:500, Abcam #ab15481), Nestin (1:600, BD Biosciences #611659), Rela/ NF-kB p65 (1:800, Cell Signalling #8242), (NeuN (1:600, Chemicon #MAB377), Vimentin (1:600, Abcam #ab92547), YAP1 (1:400, CST #14074) |
| Validation      | We have validated the YAP1 (CST 14074) in this study, by showing absence of staining in the center of the tumour in conditional knockout mice, where YAP is deleted and tumour progression is manifested by TAZ. For all other antibodies we rely on manufacturer's descriptions of the 1) endogenous protein bands observed in Western blots from various tissues or cell lines, these bands should be at the correct molecular weight 2) stainings presented in manufacturer's site. Where possible we used rabbit monoclonal antibodies, which have very low cross reactivity in westerns and stainings. Where possible we combined Western blots and stainings to confirm our findings.                                                                                                                                                                                                                                                                                                                                              |

### Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Nex-Cre (Neurod6tm1(cre)Kan, MGI:2668659), Lats1f/f Lats2f/f Lats1(tm1.1Jfm) MGI:5568586 and Lats2(tm1.1Jfm) MGI:5568589, Ai14 (Gt(ROSA)26Sortm14(CAG-tdtomato)Hze), YAP1f/f (Yap1tm1c(KOMP)Mbp, MGI:5603606), TAZf/f (Wwtr1tm1c(EUCOMM)Wtsi, MGI:5603602), animals are crossed to C57Bl6 background. The age information is listed in detail in the manuscript. The gender information is not recorded. |
| Wild animals            | n/a                                                                                                                                                                                                                                                                                                                                                                                                      |
| Field-collected samples | n/a                                                                                                                                                                                                                                                                                                                                                                                                      |

Ethics oversight

Home Office Project Licence for Ultanir laboratory is used. We followed Animal (Scientific procedures) Act 1986 of the United Kingdom and protocols were approved by institutional (Francis Crick Institute) ethical reviews.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

Written consent was given by the patient or by legal representatives (Felipe Andreiuolo), University of Bonn Medical Center.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

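The RNA sequencing covered the right hemisphere of 5 control, 5 nlsYAP5SA and 3 C57BL/6 mice at postnatal day 11. Samples were assigned to these 3 groups by the labels of the series and the methods, with the replicate numbers of the labels, and all 13 were used. The authors deposited 1 table of estimated counts per gene, made with RSEM from reads mapped with STAR to GRCm38 and Ensembl transcripts, with no normalization and no filter on genes. Between 12.4% and 13.3% of the values in a sample are not whole. The values of all 13 columns of the table were used. Gene names were matched for 48350 of the 48795 identifiers; the 445 without a name hold 0.0649% of the counts. Positions are from the GENCODE M21 annotation of GRCm38, which covers 48435 of the identifiers and is a later release than the one the authors counted on, so a gene's limits can differ from theirs. RSEM divides reads between near-identical genes, and the paper's text does not name a strand setting.

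Estimated counts were rounded to whole numbers. The analysis was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Counts were normalized with TMM, and genes were kept by filterByExpr with its minimum count of 10 and minimum total of 15. Genes were tested with edgeR's quasi-likelihood test between the groups compared, two-sided, and called at a Benjamini-Hochberg adjusted p of 0.05 or less. The comparisons were nlsYAP5SA against control, C57BL/6 against control and nlsYAP5SA against C57BL/6. The group of C57BL/6 mice was small, and no test of an outlying sample was run on its 3 samples. No batch of sequencing is named in the labels, and the paper states that the pool was spread over the lanes.

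The totals, between 20871566 and 25524349 estimated counts per sample, overlap between the groups. A count of 0 allows up to 3 counts. Counts are reads, not molecules, so these limits cover counting error only.

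The lists of genes were 9 families and 13 lists of cell type markers, and the YAP1- and RELA-associated lists of Supplementary Data 2. The families stand in for the KEGG sets, which were not used here. Of the listed genes, the filter kept 77 of 77 nuclear and 13 of 13 mitochondrial oxidative phosphorylation genes, 76 of 81 collagens, laminins and integrins, 74 of 169 cytokines and receptors, 10 of 12 Toll-like receptors, 41 of 44 genes of TGF-beta and BMP signalling, 35 of 41 cathepsins and lysosomal membrane proteins, 27 of 27 Hippo components and 22 of 22 target genes, and all genes of the marker lists apart from ciliated ependymal cells (12 of 13). The paper names 4 genes of the Hippo list, 5 of the target list, 4 of the reactive astrocyte list, 1 collagen, laminin or integrin and 1 cathepsin, 10 YAP1-associated genes and 1 RELA-associated gene from these mice. The marker lists share no gene with each other. The lists were tested with camera at an inter-gene correlation of 0.01, with a correlation estimated from the data, and with fry. The called genes of the YAP1- and RELA-associated lists were compared by Fisher's exact test. The score of a list in each sample used a pseudocount of 0.5 CPM. The scores were chosen after the results of the list tests were seen. Named genes followed a rule: every gene that the paper names for the mRNA of nlsYAP5SA mice in its text or in Fig. 6e and Fig. 6g, genes of the design or its stainings, Xist and 4 Y-linked genes, the 5 genes with the largest increase and the 5 with the largest decrease among called genes with a mean of at least 50 counts and no overlap between the groups, and the YAP1-associated gene called lower. This gave 58 genes. Pseudogenes, Eno1b and their parent genes, Ttr with other choroid plexus genes and CT010467.1 were picked after their values were seen.

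The alternatives were DESeq2's size factors in edgeR, library size alone, no filter, a filter of at least 10 counts in every sample, DESeq2's Wald test without and with a prior on fold changes, all 13 samples in a single fit, the replicate number as a block, the summed level of 4 Y-linked genes as a covariate, and leaving out each mouse in turn. These, the tests, the lists and the rule for named genes were chosen before the data were examined. After the data were seen, 5 more were added: DESeq2 with the prior on all 13 samples, which was added with the paper's counts in view, the level of Ttr as a covariate, an offset for GC content and transcript length from an ordinary and from a robust loess fit, and counts thinned to the lowest total. The robust fit was chosen after the counts of calls with the ordinary fit were seen, so both are given. Results were also compared with other divisions of the samples: 100 of the 126 divisions of the 10 control and nlsYAP5SA samples into 5 and 5, the real one included, and all 56 divisions of the 8 samples in each comparison with C57BL/6.

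The tests were tried on simulated data: 3 sets of counts for 16315 genes, drawn from the means and library sizes of the real samples, with 200 genes changed by a log2 fold change of 1. edgeR called between 85.5% and 90.5% of the changed genes and between 6 and 15 unchanged genes in a set. DESeq2 called between 87% and 92.5% of the changed genes and between 30 and 40 unchanged genes. The limit first set on unchanged calls was meant for both tools; DESeq2 passed it in none of the 3 sets, and it was then kept for edgeR alone. Counts of calls from DESeq2 are therefore given as alternatives only. A list of 40 genes shifted by 0.5 was called by camera in every set and an unshifted list in none. The simulated genes varied independently of each other and the lists were random. These sets therefore cannot show how often camera calls an unchanged list of correlated genes.

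The protein measurements, the comparison with human tumours and the LATS1/2 knockout mice are not analysed here.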

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

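The tests against a mislabelled sample were chosen only after the values were seen, and the other tests of this part before.

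Xist and the Y-linked genes were not analysed in the paper. Xist, the noncoding RNA that silences an X chromosome in females, had at most 0.470 CPM in the 5 controls. It was 296 CPM in nlsYAP5SA replicate 1, 578 CPM in replicate 2 and 480 CPM in replicate 5, against 0.0867 and 0.0870 CPM in replicates 3 and 4. In C57BL/6 mice it was 270 CPM in replicate 2, 0.888 CPM in replicate 3 and 0.314 CPM in replicate 1. The Y-linked gene Ddx3y ran the other way: between 44.4 and 66.0 CPM in the controls, 64.2 and 69.7 CPM in nlsYAP5SA replicates 3 and 4, and at most 0.0942 CPM in nlsYAP5SA replicates 1, 2 and 5. The value of 0.888 CPM in C57BL/6 replicate 3 is small beside these and above the controls. The labels give no sex, and the paper states that both sexes were used, so the sexes of the mice are a candidate explanation of these values and were not told from them here. As a control on the comparison of genotypes, the summed level of 4 Y-linked genes entered the fit as a covariate. The YAP1/TAZ target genes kept a median log2 fold change of 0.60 and the YAP1-associated list one of 0.14, both past the threshold, which argues against a difference in sex as the whole cause of these results. The number of called genes fell from 1761 to 541, of which 536 were among the 1761. The covariate overlaps with the groups, since the controls hold no low value, and this alone costs calls: handed out among the nlsYAP5SA samples in the other 9 ways, it left between 657 and 1640 calls. The real assignment gave the fewest calls, as 1 of the 10 ways, and 10 ways cannot give a share under 0.05. Only 6 genes were called for the covariate itself, 4 on chromosome Y, 2 on chromosome X and 0 on other chromosomes. Genes that differ by sex and the overlap of the covariate with the groups therefore cannot be told apart as the reason for the lost calls.

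Between C57BL/6 mice and controls, which the paper did not compare by gene, 28 genes were called. At least as many calls came from 3 of the 56 divisions of these 8 samples, the real one included, and the largest number in another division was 1003, so the number of calls is not beyond what other divisions give. The genes themselves are taken up under the other observations.

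A sample far from the rest of its group was found in 5 of 122 groups of 5 samples, where chance gives 6.1. The values were 103 CPM of Vim in nlsYAP5SA replicate 3 (the others between 133 and 143), 32.2 CPM of Wwtr1 in control replicate 1 (39.4 to 40.9), 32.8 CPM of Serpina3n in control replicate 5 (7.88 to 10.2), 2.47 CPM of Kcng4 in control replicate 2 (3.26 to 3.44) and a share of counts on CT010467.1 of 2.44% in control replicate 4 (6.88% to 7.14%). For Serpina3n, a mislabelled sample was tested: in control replicate 5, 15 of the 22 YAP1/TAZ target genes lay below every nlsYAP5SA sample, which argues against it. Without this sample the log2 fold change of Serpina3n was 3.15, against 2.55 with it. For the others no explanation was tested, and no biological one is given by the design. CT010467.1 also had a low share in nlsYAP5SA replicate 1, 2.91%, and in C57BL/6 replicate 3, 3.60%, so a low share is found in each of the groups.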

How the results depend on the processing

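The offsets for GC content and length, the Ttr covariate, thinning and DESeq2 with the prior on all 13 samples were chosen only after results were seen; no cause was tested for a change listed here unless it is named.

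Between nlsYAP5SA and control mice, 1761 genes were called, between 1239 and 2456 under 12 of the 14 alternatives, 541 with the Y-linked covariate and 3225 with the ordinary GC and length offset; the cause was not tested for the latter. Between C57BL/6 and control mice the 28 calls became 16 with at least 10 counts in every sample, 59 and 53 under DESeq2 without and with the prior, 59 with the prior on all 13 samples, and 44 with all 13 samples in a single fit. Between nlsYAP5SA and C57BL/6 mice the 1061 calls became 1977 under DESeq2 with the prior on all 13 samples, 1719 with the robust and 2186 with the ordinary offset. With 1 mouse left out they ranged from 401 (without C57BL/6 replicate 1) to 1757 (without C57BL/6 replicate 3), where the group of C57BL/6 falls from 3 to 2 mice.

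The replicate numbers do not pair the samples: the deviations of control and nlsYAP5SA mice with the same number correlated across genes at 0.22, -0.09, -0.25, -0.08 and 0.07. With the number as a block, 1239 genes were called between nlsYAP5SA and control, 15 between C57BL/6 and control and 47 between nlsYAP5SA and C57BL/6; the choroid plexus list passed the threshold with a median of 0.71, and the median of the radial glia list was -0.0015.

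The nuclear oxidative phosphorylation genes, cytokines, collagens, Toll-like receptors, TGF-beta signalling, cathepsins, Hippo components, YAP1/TAZ targets, microglia, reactive astrocytes and the YAP1-associated list kept direction and call under all 14 alternative fits and with each mouse left out. With the correlation between genes estimated from the data, 10 lists were no longer called: nuclear (-0.22) and mitochondrial (-0.15) oxidative phosphorylation genes, collagens (0.18), Toll-like receptors (0.89), Hippo components (0.16), microglia (0.36), astrocytes (0.28), oligodendrocytes (-0.54), ciliated ependymal cells (0.56) and fibroblasts (0.23). Under fry, the mitochondrial genes (-0.15), astrocytes (0.28) and oligodendrocytes (-0.54) were not called. The medians do not change between these tests, and the tests differ in how they treat correlated genes. They also differ in their question: camera sets a list against the other genes, and fry asks whether it changed at all.

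With the Y-linked covariate, the mitochondrial genes (-0.018) and astrocytes (0.11) lost their call, precursors of oligodendrocytes (-0.14) and endothelial cells (-0.19) gained one, and hippocampal neurons (0.0077), Wwtr1 (-0.0011), Bcl11b (0.020) and Xist (-1.43) changed sign. The mitochondrial genes also lost the call with the robust (-0.11) and ordinary (-0.087) offset, which turned Wwtr1 to -0.034 and -0.052; the ordinary one gave choroid plexus a call (0.65) and turned radial glia to -0.045. The Ttr covariate removed the call of astrocytes (0.22) and turned hippocampal neurons to 0.027, the RELA-associated list to 0.0041 and Bcl11b to 0.00081; at least 10 counts in every sample turned the RELA-associated list to 0.0026. DESeq2 without the prior gave calls to precursors of oligodendrocytes (-0.16), hippocampal neurons (-0.027), choroid plexus (0.70) and endothelial cells (-0.13), with radial glia at -0.0015. With the prior, precursors (-0.14), choroid plexus (0.19) and endothelial cells (-0.12) were called, and hippocampal neurons (0.0027) and radial glia (-0.00081) changed sign; with the prior on all 13 samples, precursors (-0.14) and choroid plexus (0.16) were called, and hippocampal neurons (0.0042) and radial glia (-0.00016) changed sign. Choroid plexus was also called with library size alone (0.70) and with no filter (0.69). Radial glia changed sign with DESeq2's size factors (-0.00093), library size alone (-0.010) and no filter (-0.0015). Medians this close to 0 have no direction.

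With each mouse left out, medians ranged from -0.20 to -0.082 for the mitochondrial genes (not called without control replicate 1 or nlsYAP5SA replicate 1), 0.22 to 0.33 for astrocytes (not called without control replicate 1 or 2 or nlsYAP5SA replicate 2), -0.082 to 0.072 for hippocampal neurons, 0.36 to 0.98 for choroid plexus, -0.37 to 0.0016 for blood cells and -0.14 to 0.061 for radial glia, and log2 fold changes from -0.051 to 0.076 for Wwtr1 and -0.21 to 0.28 for Mki67. Of the 58 named genes, 45 kept direction and call under each setting run; among the others Yap1 and Eln most often lost their call.

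The C57BL/6 mice stayed nearer to the controls in the 3 other settings, with ratios of 0.769, 0.778 and 0.786. Depth limits genes of few counts: the log2 fold changes of Ankrd1, Krt7, Krt18 and C5ar1 depend on at most 6, 5, 17 and 14 counts in a control, and were 2.11, 1.33, 1.09 and 1.21 under DESeq2 with the prior; those of Wisp2, Ltbp2, Car9 and Lrp2 depend on at most 10, 12, 15 and 16.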

Differences from the paper's values

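The log2 fold changes of the 10 genes in Fig. 6e, from Supplementary Data 2, differed from those of edgeR. The paper's value is 2.10 for Ankrd1 and 1.86 for Cyr61, against 5.14 and 2.48 here. For Prss23 and Col8a2 it is 1.84 and 1.53, against 2.10 and 1.95. For Ajuba and Npr3 the paper gives 1.44 and 1.38, and the fit gave 1.66 and 1.63. Ctgf is 1.29 in the paper and 1.43 here, and Krt7 is 1.23 in the paper and 4.50 here. For C5ar1 and Krt18 the paper's values are 1.17 and 1.13, against 2.33 and 2.88. All values are log2. Of the alternatives set before the data were examined, DESeq2 with a prior on fold changes gave values within the error of the paper's for all 10 genes, at 2.11, 1.85, 1.84, 1.57, 1.44, 1.42, 1.29, 1.33, 1.21 and 1.09 in the same order. The Y-linked covariate did so for Prss23, Npr3 and Ctgf alone. DESeq2's size factors, library size alone, no filter, DESeq2 without the prior, all 13 samples in a single fit and the replicate block did not for any of the 10, and neither did the filter of at least 10 counts for the 6 genes that it kept. DESeq2 with the prior on all 13 samples, which was chosen after seeing the values, also reached all 10: its median difference from the paper's log2 fold changes over the 350 listed genes was 8.8e-05. For Ctgf, the Ttr covariate (1.33) and the ordinary offset for GC content and length (1.34), both chosen after seeing the values, also came within their standard error of the paper's value, and so did the planned fit without nlsYAP5SA replicate 1 (1.37), alone among the 10 fits that left out 1 mouse.

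The paper's counts of called genes lie within 1.5 times of those here: 2035 in the paper and 1761 here, and 89 and 75 for the listed genes. DESeq2 without and with the prior, set before the data were examined, called 88 listed genes each and 2239 and 2242 genes in all. DESeq2 with the prior on all 13 samples, chosen after seeing the values, called 90 and 2053.

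Of the paper's 10 highest genes with assigned specificity, Ctgf ranked 12 with edgeR and Capg stood among the first 10. With the prior on the 10 samples the first 10 held 9 of the paper's, with Krt18 at rank 11, and with the prior on all 13 samples, chosen after seeing the values, they held 10 of 10. With no filter, DESeq2 without the prior and all 13 samples in a single fit, they held 7, with Ctgf at rank 15. Under the filter of at least 10 counts, which drops 4 of the paper's 10, they held 6, with Ctgf at rank 8; the prior on the 10 samples also gave it rank 8.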

Other observations

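Among the tests of this part, those of fewer neurons, blood, a smaller share of neurons, the Cre allele, copies of genes and mislabelled samples were chosen only after the result was seen, and their margin of 2 standard errors was set when the results of the lists were known. Thinning and the tests with Ttr and other choroid plexus genes were also added after the data were seen.

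For each result of a fit across genes, 100 divisions of the 10 control and nlsYAP5SA samples into 5 and 5 were compared, the real one included. As many called genes came from 1 division, the real one, and the largest number in another was 615. A p as small came from 1 division for cytokines, TGF-beta signalling, Hippo components, YAP1/TAZ target genes, reactive astrocytes and the YAP1-associated list, and from 2 for cathepsins. The comparison of called genes between the YAP1- and RELA-associated lists, where it also came from 1 split, is not tested by this, since 92 of the 99 other divisions gave 0 called genes to compare. It came from 6 divisions for the difference between the medians of these 2 lists, which does not depend on calls, 7 for Toll-like receptors, 8 for microglia, 15 for collagens, laminins and integrins, 16 for fibroblasts, 17 for hippocampal neurons, 27 for ciliated ependymal cells, 28 for oligodendrocytes, 32 for nuclear and 49 for mitochondrial oxidative phosphorylation genes, 38 for endothelial cells, 40 for neurons, 41 for astrocytes, 45 for oligodendrocyte precursors and for the RELA-associated list, 51 for choroid plexus, 74 for blood cells and 98 for radial glia. The lists from 6 divisions upward are thus not set apart from variation among the mice by this measure, whatever their camera p. Between nlsYAP5SA and C57BL/6 mice, 1 of the 56 divisions, the real one, gave as many calls, and between C57BL/6 and control mice 3 of 56.

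With every sample thinned to the lowest total, 1721 genes were called in place of 1761, which argues against a difference in sequencing depth as the cause of the calls.

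The fall of the nuclear oxidative phosphorylation genes is small and uniform, with 77 of 77 lower. Of 10000 random lists matched on GC content, length and mean level, 0.0% had as low a median, and their own median was -0.08, so these properties may account for part of the fall and not for all of it. Fewer neurons stay open as an explanation: the score of these genes fell further than that of the neuron list by -0.13, with a standard error of 0.09, which does not separate them. As 32 of the 100 divisions gave as small a p, variation among the mice stays open too.

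In RNA, 14 of 14 genes of reactive astrocytes rose, with a median log2 fold change of 1.71 (adjusted p = 1.3e-39, camera with Benjamini-Hochberg adjustment over 13 lists); 4 of them, Gfap, Vim, Serpina3n and Cd44, are named in the paper from these mice. The 12 microglia genes rose by 0.36 (adjusted p = 8.1e-07 from camera), and the astrocyte list by 0.28 (0.0257). The fibroblast list was higher by 0.23 (0.0045) and the oligodendrocyte list lower by -0.54 (4.1e-05), with 12 of 12 genes lower. Precursors of oligodendrocytes (-0.15), neurons (-0.08), hippocampal neurons (-0.02), choroid plexus (0.69), endothelial cells (-0.12), blood cells (-0.24) and radial glia (0.0018) were not past the threshold. The scores of microglia and of reactive astrocytes did not overlap between the groups, which gives the smallest p that 5 against 5 allow (exact permutation test, p = 0.00794). With 2 of 13 lists at this p, adjustment gives 0.0516 whatever the size of the change, so the adjusted value says nothing against these lists; unadjusted, 3 lists had a p of 0.05 or less. A smaller share of neurons, which would raise the other cell types alike, is argued against by the median of -0.54 of the oligodendrocyte list, since the scores of reactive astrocytes and microglia moved apart from it by 1.91 and 0.96 (standard errors 0.23 and 0.26), although 28 of the 100 divisions gave as small a p for oligodendrocytes. Blood carried into the hemisphere would raise blood cell genes, whose median was -0.24; the scores of microglia and blood cells lay 0.62 apart with a standard error of 0.34, so blood cannot be told apart from a change in microglia by these 5 genes, which vary widely between mice. More microglia and reactive astrocytes beside the tumour, or a higher level of these genes in each cell, are both left open; they were not tested.

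Ttr, a gene of the choroid plexus, varied between 0.82 and 8.12 on the scale of log2 (CPM + 1) across the 13 samples, high and low within each group: in controls 7.78, 0.87, 1.15, 1.69 and 7.01 for replicates 1 to 5. A candidate explanation is choroid plexus tissue carried into some of the samples at dissection. Of 9 other choroid plexus genes, 1 (Kcne2) rose with Ttr at an adjusted p of 0.05 or less, where 5 had been set as the mark for this explanation, so the mark was missed; all 9 rose with Ttr, at an unadjusted p of 0.0241 or less, and only 3 genes of all tested were called. The test leaves the explanation open. With Ttr as a covariate, the list of ciliated ependymal cells kept a median of 0.46 (against 0.56), past the threshold, which argues against carried choroid plexus as the whole of its rise, while 27 of the 100 divisions gave as small a p for this list.

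Neurod6, the gene into which Cre was placed in the NEX-Cre line, fell from 97.2 ± 7.61 CPM in controls to 49.2 ± 7.16 CPM in nlsYAP5SA mice (SD, n = 5 each), a log2 fold change of -0.98 (standard error 0.09, adjusted p = 2.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; up to 0.00174 under the alternatives). The neuron list had a median of -0.078, so the genes of neurons in general did not fall as far as Neurod6 relative to the other genes tested. A general list cannot exclude fewer neurons of the NEX/NeuroD6 lineage, and these stay open as an explanation. The loss of an allele to Cre would give a log2 fold change near -1, and -0.98 is consistent with it; as a single gene chosen after its value was seen, it leaves this and a lower level of the gene in these mice open.

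Of the 20 genes lower in C57BL/6 than in control mice, 15 are annotated as pseudogenes, and of the 8 higher ones 0 are. The nlsYAP5SA littermates did not enter this comparison. Each of the 20 lower genes was higher in every nlsYAP5SA mouse than in every C57BL/6 mouse, as for Eno1b at 117 to 133 CPM. This argues against chance among the mice as the cause for these 20 genes. Among the 8 higher genes, St8sia3os overlapped between nlsYAP5SA and C57BL/6 mice. Some of the lower genes carry the name of a parent gene. Eno1b, which is annotated as protein-coding and is not among the 15, had 142 ± 15.6 CPM in controls and 1.61 ± 1.10 CPM in C57BL/6 mice, and Eno1 rose from 267 ± 15.0 to 491 ± 43.8 CPM (SD, n = 5 and 3). In 3 of 4 such pairs the copy was lower and the parent higher in every C57BL/6 mouse than in every control: Eno1b with Eno1, Tdg-ps with Tdg and Glns-ps1 with Glul, and not Oaz2-ps with Oaz2. If a strain variant only moved reads from a copy to its parent, their sum would stay the same. In 2 of these pairs the sum was higher in every C57BL/6 mouse than in every control: 84.7 to 89.4 CPM against 64.6 to 73.2 CPM for Tdg, and 844 to 961 CPM against 651 to 811 CPM for Glul. This argues against moved reads as the whole cause of the rise of Tdg and Glul. For Eno1 the sums overlapped, at 442 to 524 CPM in C57BL/6 mice and 384 to 457 CPM in controls, so moved reads and a higher level of Eno1 cannot be told apart. Moved reads stay open for the lower counts of the copies. The pairs were picked after their values were seen, and the parents of the Glns-ps1 and Oaz2-ps pairs were not called. The strain of the littermates stays open as a biological difference.

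Mt1 and Mt2, which Fig. 6g names, rose with log2 fold changes of 1.42 and 1.80, but nlsYAP5SA replicate 4 had 22.7 CPM of Mt1, below the controls at 24.3 to 27.9 CPM, and 14.9 CPM of Mt2, within the 11.2 to 17.4 CPM of the controls, where the other nlsYAP5SA mice had 73.8 to 96.4 and 52.0 to 71.2 CPM. A mislabelled sample is argued against, since 16 of the 22 YAP1/TAZ target genes in it lay above every control. With the Y-linked covariate neither gene was called (adjusted p = 0.133 and 0.0750, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the largest among 14 alternatives). No other explanation was tested.

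Foxj1, a gene of ciliated cells, rose from 7.90 ± 2.32 to 13.7 ± 0.715 CPM (SD, n = 5 each; log2 fold change 0.78), and C3 from 1.33 ± 0.306 to 2.84 ± 0.995 CPM (1.10); neither was called with the Y-linked covariate. Rbfox3 (-0.16), Bcl11b (-0.03), Nes (-0.23), Mki67 (0.12) and Muc1 (0.58) did not pass the threshold. Nefl, Nefm and Nefh fell by 0.45, 0.70 and 0.69 on the log2 scale, with every nlsYAP5SA mouse below every control.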
